# InDePTH: detection of hub genes for developing gene expression networks under anticancer drug treatment

**DOI:** 10.18632/oncotarget.25624

**Published:** 2018-06-26

**Authors:** Masaru Koido, Yuri Tani, Satomi Tsukahara, Yuka Okamoto, Akihiro Tomida

**Keywords:** drug-induced gene expression change, transcriptome, network analysis, data mining, LINCS

## Abstract

It has been difficult to elucidate the structure of gene regulatory networks under anticancer drug treatment. Here, we developed an algorithm to highlight the hub genes that play a major role in creating the upstream and downstream relationships within a given set of differentially expressed genes. The directionality of the relationships between genes was defined using information from comprehensive collections of transcriptome profiles after gene knockdown and overexpression. As expected, among the drug-perturbed genes, our algorithm tended to derive plausible hub genes, such as transcription factors. Our validation experiments successfully showed the anticipated activity of certain hub gene in establishing the gene regulatory network that was associated with cell growth inhibition. Notably, giving such top priority to the hub gene was not achieved by ranking fold change in expression and by the conventional gene set enrichment analysis of drug-induced transcriptome data. Thus, our data-driven approach can facilitate to understand drug-induced gene regulatory networks for finding potential functional genes.

## INTRODUCTION

Comparative gene expression analysis defines differentially expressed genes (DEGs) under certain conditions of interest. To interpret DEGs from biological aspects, they have been compared with gene sets from curated databases of molecular functions [1–3]. In the field of biomedical research, the connectivity map (CMap) team developed a transcriptome database, composed of five human cell lines treated with 1309 small compounds [4, 5]. We have also constructed a transcriptome database focusing on anticancer compounds and related compounds, mainly using colon adenocarcinoma HT-29 cells [6, 7]. These drug-induced transcriptome databases are useful as reference databases of gene expression change. However, further prior knowledge and summarizing techniques are required to extract underlying biological information from these gene expression signatures [8].

Recently, the Library of Integrated Network-Based Cellular Signatures (LINCS) program (National Institutes of Health, USA) initiated an effort to generate a variety of biomedical big data [9]. In particular, the LINCS L1000 project has developed the high-throughput L1000 platform [9] and measured the expression of 978 landmark genes under 1.3 million cell conditions, consisting of compound treatments (multiple doses) and genetic perturbation treatments (knockdown by shRNA, overexpression, and ligand treatment) at multiple time points in several different cell lines [10]. 978 landmark genes were determined as informative genes from multivariate analysis using 12063 public transcriptome microarray data catalogued in the Gene Expression Omnibus [10]. Furthermore, based on measured expression levels of landmark genes, the expression levels of ∼21,000 unmeasured genes were inferred by a linear regression model, in which the weight coefficient was estimated from the substantial transcriptome data [10, 11].

In addition to the expansion of gene expression databases, bioinformatic methodologies are also required for linking different databases and extracting interpretable information from them. Subramanian et al. developed the Gene Set Enrichment Analysis (GSEA) methodology to evaluate the enrichment of gene sets in genes with increased or decreased expression ranked by user-prepared transcriptome data [12, 13]. Based on the concept of this enrichment analysis, the CMap team developed a pattern-matching algorithm (CMap algorithm) to search which conditions in the CMap database induce the pattern of gene expression change similar to the pattern in the user-prepared list of DEGs [4]. Currently, the CMap algorithm is widely accepted in the biomedical field [14, 15] and has contributed to biological interpretation of the activities of drugs [6, 16, 17].

Thus, the methodology of enrichment analysis has succeeded in interpreting the overall biological effects of a set of drug-induced DEGs, and thus the expansion of genetic perturbation data in LINCS is promising for providing further deep insights into DEGs. However, it remains a major challenge to interpret how a hierarchical network among DEGs was developed and which DEGs played a central role in this development. To address this, we defined an influential gene as one whose increased or decreased expression level centrally mediates the change of expression levels of many other genes. Herein, to find influential genes from among DEGs, we developed the influential gene detection in perturbed transcriptome hierarchical network (InDePTH) methodology. InDePTH is a novel algorithm to detect hubs of influential genes from reconstructed upstream and downstream relationships among DEGs (user-prepared, query DEGs), by referring to the rank matrix of Z-scores from a database of comprehensive genetic perturbations, such as the LINCS L1000 dataset (publicly available, reference data). The application of the InDePTH method could be effective in identifying influential genes from among DEGs under anticancer drug treatment.

## RESULTS

### Development of the InDePTH methodology

InDePTH involves four steps for the identification of influential genes from among query DEGs (Figure 1a). First, it calculates similarity scores between patterns of query DEGs and those of perturbed genes from each of the genetic perturbations in LINCS, using the CMap algorithm [4] (Figure 1b). Second, if these similarity scores are above the predetermined cut-off point and if a gene subjected to the genetic perturbation satisfies the condition that the direction of change of its expression due to the perturbation is the same as that of the query DEGs, the gene is selected as an upstream gene. Third, InDePTH searches for downstream genes (genes whose expression change by an upstream gene perturbation is significant (z-score ≥ 2 or ≤ −2), as recorded in LINCS) whose direction of change in expression is the same as that of the query DEGs, and then upstream and downstream genes are connected by arrows (Figure 1c). Finally, from the hierarchical network of DEGs with connections by arrows (i.e. directed graph model), InDePTH mines the hub of upstream genes that play central roles in developing the gene network, using a data-mining algorithm for the complex world wide web to discover information sources and hubs that join the sources [18] (Figure 1d). For each of the query DEGs, a hub score is obtained within the range of 0 to 1, in which a DEG with a hub score = 1 is the most highly influential gene among the query DEGs, and the hub scores of other genes are values relative to the score of the highest one.

**Figure 1:**
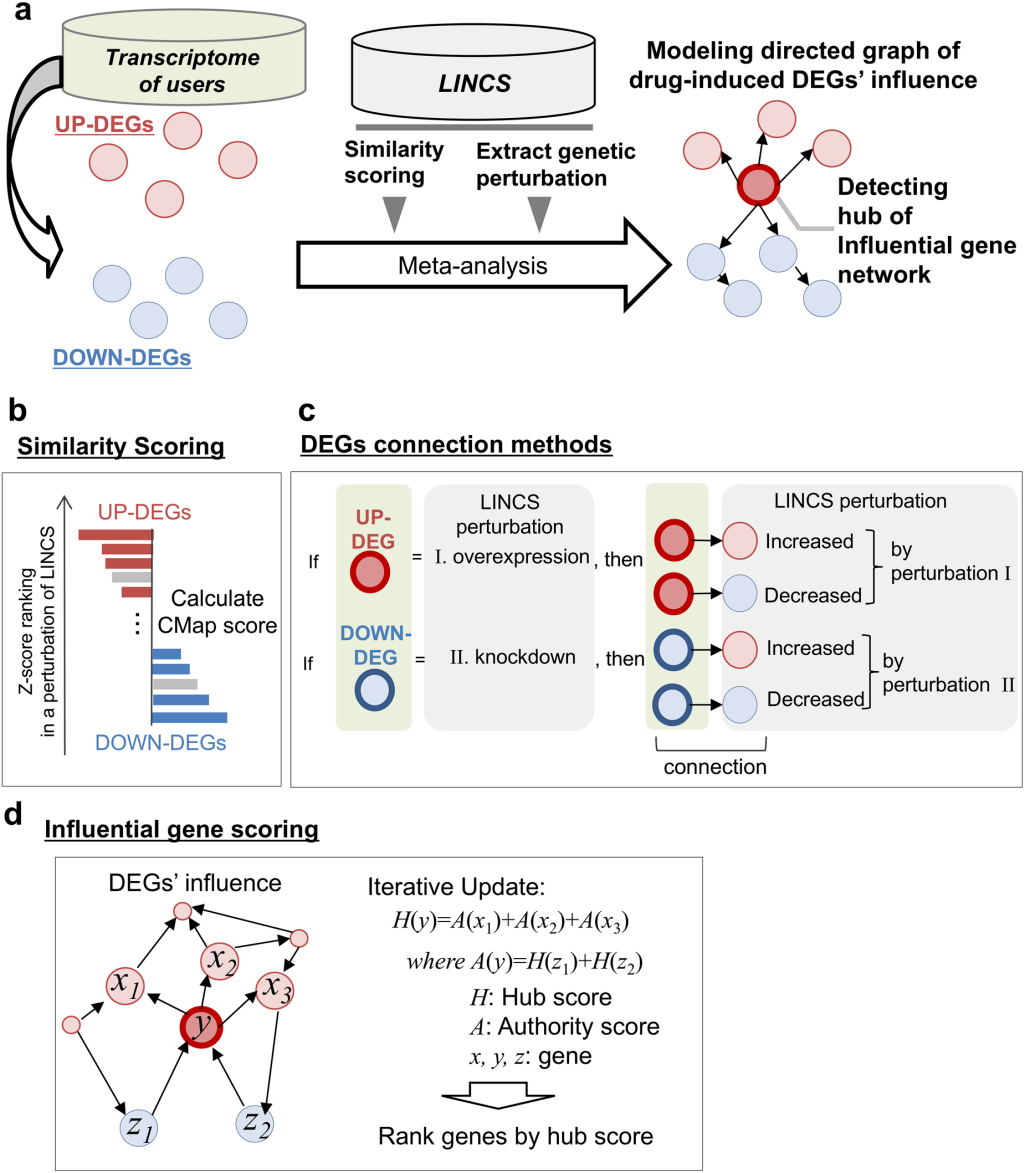
Overview of InDePTH algorithm **(a)** Overview of InDePTH methodology. Drug-induced DEGs (query DEGs) and LINCS gene expression perturbation database (reference data, high-throughput gene expression DB) were used for creating a directed graph of DEGs and subsequent detection of influential genes. **(b)** Similarity score calculation in InDePTH. **(c)** DEG connection method. Query DEG-related perturbations were selected from reference data using the following two criteria: 1) a record that showed a similarity score greater than the best cut-off point was selected, and 2) a record that showed a match in the direction of gene expression change between query DEGs and reference data was filtered. **(d)** Scoring method for influential genes [18].

### Optimization of the InDePTH parameters

In the InDePTH algorithm, a critical tuning parameter for refining hierarchical network structure is the cut-off point of the CMap similarity score, but no method is available for determining the threshold of the score from a rank matrix obtained by ordering the Z-scores of the reference LINCS L1000 dataset. Thus, we measured the sensitivity and specificity of the similarity score calculated from the DEGs of HT-29 cells treated with anticancer compounds, obtained from a previously developed transcriptome database [6, 7] (Supplementary Table 1). Here, area under the receiver operating characteristic (ROC) curve (i.e. concordance index: c-index) was calculated by regarding the same drug treatment conditions as positive and the others as negative when assessing the similarity to experimental conditions that should substantially be the same between reference and query DEGs (Figure 2a). We first used 978 landmark genes for calculating the CMap similarity score and compared two types of calculation method for c-index: one that used all of the LINCS’ 1.3 million perturbations, including all of the cell lines contained in the LINCS database [i.e. c-index_*ALL*_], and the other that used perturbations for only HT-29 cells to consider the effect of cellular context on the origin of the query DEGs [i.e. c-index_*HT29*_]. Interestingly, both c-indexes for many compounds showed moderate accuracy (c-index>0.7) [19], despite only 978 genes having been used for the similarity scoring (Figure 2b). In the area corresponding to moderate accuracy for both c-indexes, each c-index_*HT29*_ of almost all compounds was higher than the corresponding c-index_*ALL*_, except for the case of mitomycin C (Figure 2b). In the area with poor accuracy for the c-index_*ALL*_ <0.7, each c-index_*HT29*_ of many tyrosine-kinase inhibitors was higher than the corresponding c-index_*ALL*_ (Figure 2c), but not for the cases of sunitinib and axitinib (Figure 2d). Thus, when selecting cut-off points, it is important to consider the cellular context.

**Figure 2:**
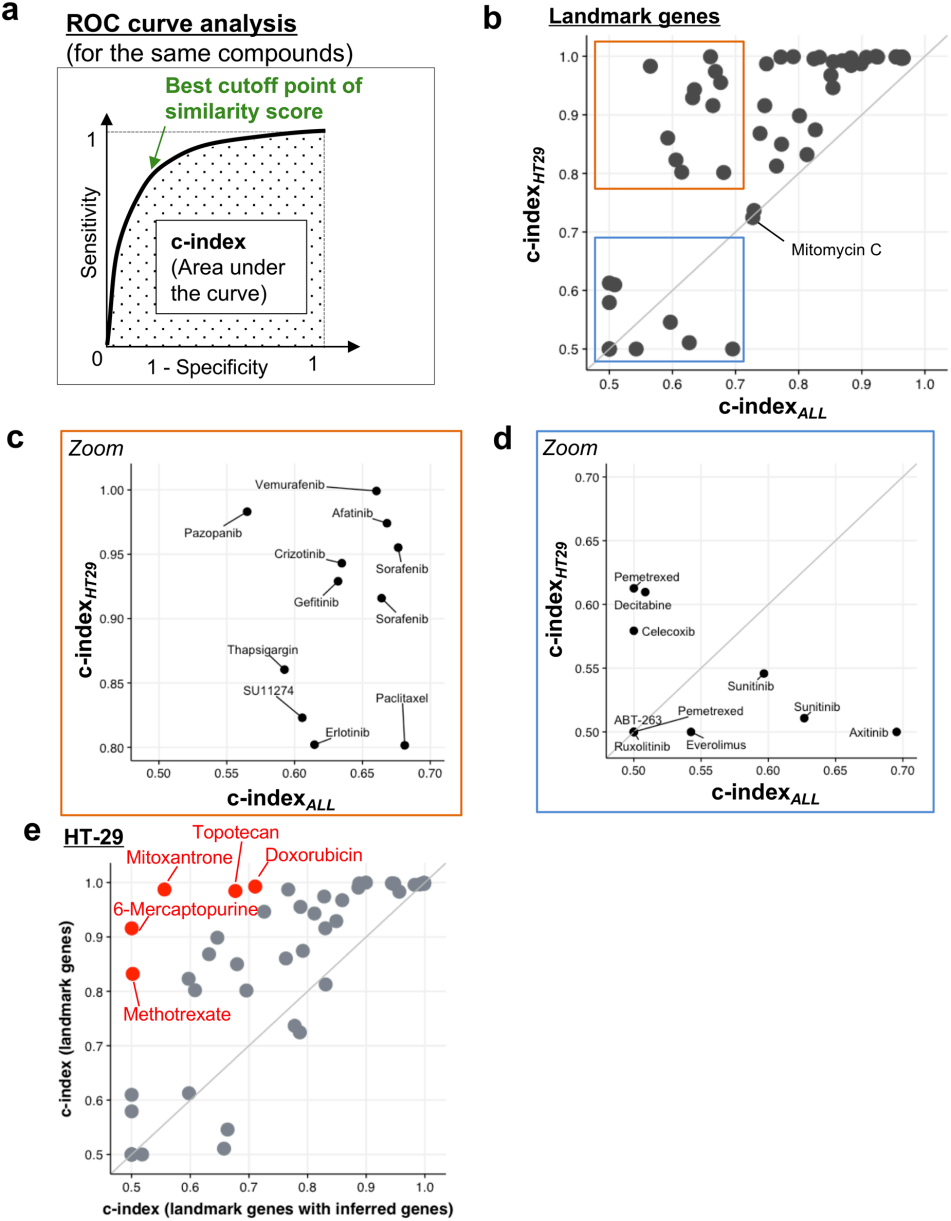
Identification of comparable conditions in InDePTH algorithm **(a)** Method for evaluating sensitivity and specificity, and the best cut-off point of similarity score. See also Materials and Methods. **(b–d)** A comparison of the c-index between one from the 1.3 million LINCS dataset [x-axis, c-index_*ALL*_] and one from the HT-29 LINCS dataset [y-axis, c-index_*HT29*_]. The area representing high c-index_*HT29*_ but low c-index_*ALL*_ is enlarged in (c). The area corresponding to a low c-index in both conditions is enlarged in (d). **(e)** A comparison of the c-index between only landmark genes (y-axis) and landmark genes with inferred genes (x-axis). Red plot indicates that the difference of c-index is statistically significant (*P*-value<9.6×10^−4^, Bonferroni-corrected, *n*=52). See also Supplementary Figures 1 and 2.

Next, we investigated whether the expression data of ∼21,000 genes inferred from 978 landmark genes can improve the accuracy of the similarity score. Calculating the similarity score, however, revealed that including inferred expression data decreased c-index_*HT29*_ (Figure 2e), as well as c-index_*ALL*_ (Supplementary Figure 1), for many drugs. Notably, each c-index_*HT29*_ was also higher than the corresponding c-index_*ALL*_, even when inferred expression data were also used for calculating similarity scores (Supplementary Figure 2). Taking these findings together, in the InDePTH analysis, CMap similarity scores from only landmark gene sets were preferred. It is noted that, even in the area corresponding to high accuracy (c-index>0.9) [19] of the optimized conditions, the best cut-off point led to the CMap similarity score being distributed in the range of >0.2 (Supplementary Figure 3). Thus, an arbitrary threshold >0.2 can be acceptable when an appropriate cut-off threshold of the similarity score cannot be determined by ROC curve analysis.

### Validation of the InDePTH analysis

To evaluate whether InDePTH can reliably select hubs of influential genes, we closely examined its results using compounds showing moderate accuracy from c-index_*HT29*_. First, directed graphs modelling upstream and downstream relationships among DEGs were successfully created (Figure 3a and 3b), but in many cases, the graphs were too complex to interpret (Supplementary Figure 4), suggesting the importance of the scoring system for the hub in the data-mining algorithm. The most highly influential gene for each of the drug-induced DEGs, which was determined by the hub score, is shown in Supplementary Table 2, and relatively highly influential genes are shown in Supplementary Table 3. The most highly influential genes included transcription factors, such as v-myc myelocytomatosis viral oncogene homolog (*MYC*), in the conditions of 6-h treatments with methotrexate, mitomycin C, mitoxantrone, etoposide, and U-0126, and 16-h treatments with gemcitabine, methotrexate, and etoposide; jun proto-oncogene (*JUN*) in the conditions of pazopanib and SB218078 treatment; and Kruppel-like factor 6 (*KLF6*) in the condition of BEZ235 treatment (Figure 3c and Supplementary Table 2). Thus, it is likely that InDePTH could prioritize influential genes from potential upstream genes including those encoding transcription factors under drug treatment. It is notable that no genetic perturbation was selected in the analysis of some compounds, such as bortezomib and vemurafenib, due to the extremely high cut-off point of the similarity score (Supplementary Table 1).

**Figure 3:**
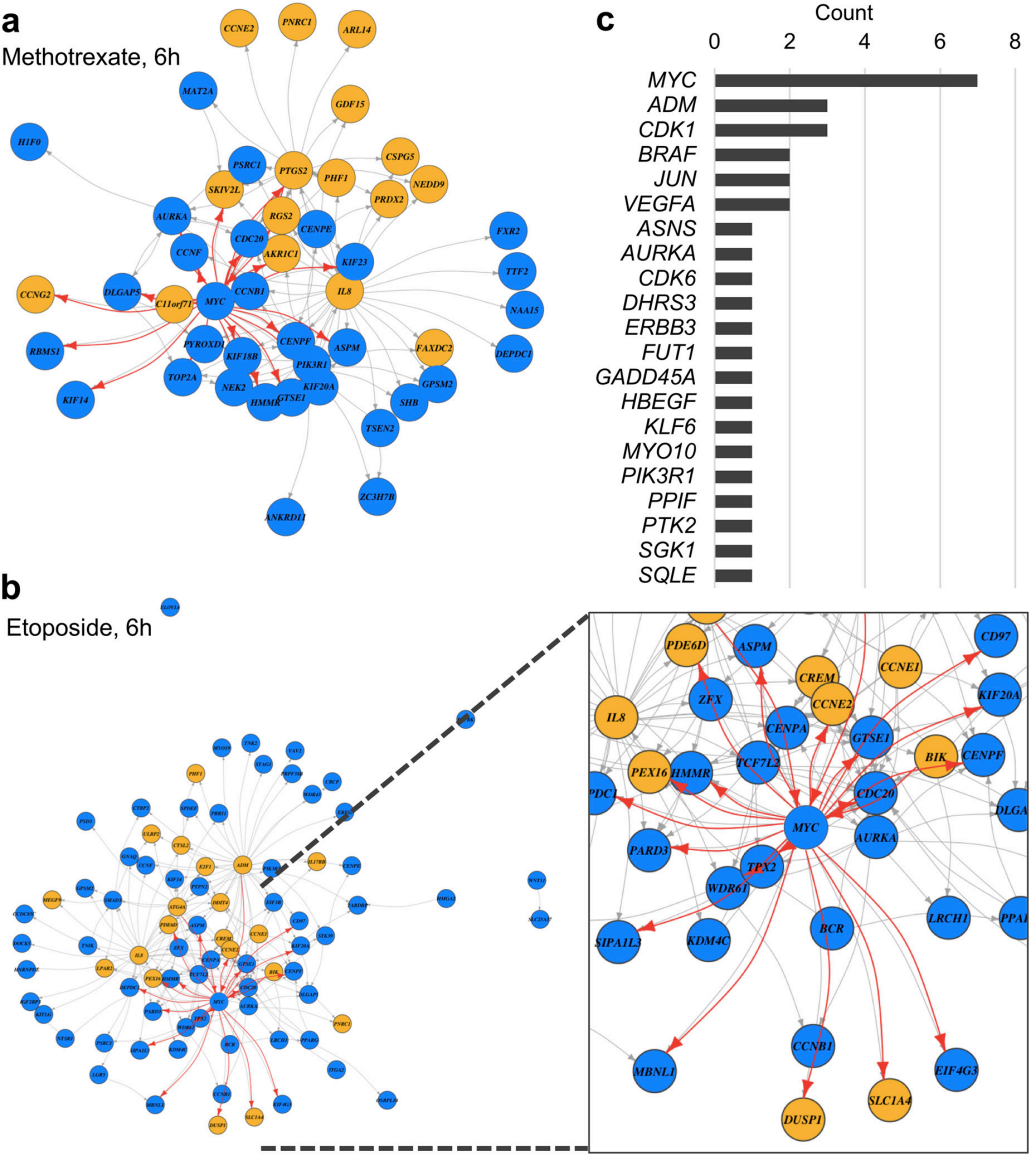
Prediction of drug-induced gene expression network **(a, b)** Constructed DEG directed graph. Yellow circles represent UP-DEGs and blue circles represent DOWN-DEGs from among the query DEGs. Each arrow indicates a direction of upstream and downstream relationships. Arrows connecting to MYC are highlighted by red. DEGs without an arrow mean that the upstream gene is over the cut-off value, but no downstream gene shows the same direction of gene expression change between query DEGs and reference data. **(c)** Counts of most highly influential genes (see Supplementary Table 2).

To conduct further validation of InDePTH by *in vitro* study, we focused on *MYC* because InDePTH analysis showed *MYC* to be the most highly influential gene for many conditions for the query DEGs (Figure 3c), and because the curated *MYC* target signatures [3] may be useful for unbiased comparison. We investigated the role of *MYC* in the transcriptome change associated with the compounds showing relatively high hub scores (>0.01), most of which were DNA damaging agents (Supplementary Table 4). Notably, in all conditions of compound treatment, the rank of *MYC* expression change was about 4000^th^–5000^th^ place (top 8%), in ascending order among the genes measured by the microarray (Supplementary Figure 5), suggesting that InDePTH could evaluate the transcriptome data from a perspective other than the degree of change in gene expression. Associated with these *MYC* expression changes, MYC protein levels were decreased by 16-h treatments with gemcitabine, methotrexate, etoposide, 6-mercaptopurine, and mitomycin C (DNA damaging agents) (Figure 4a), and by 6-h treatments with U-0126 (MEK inhibitor), mitoxantrone, doxorubicin, methotrexate, etoposide, mitomycin C, and topotecan (DNA damaging agents) (Figure 4b).

**Figure 4:**
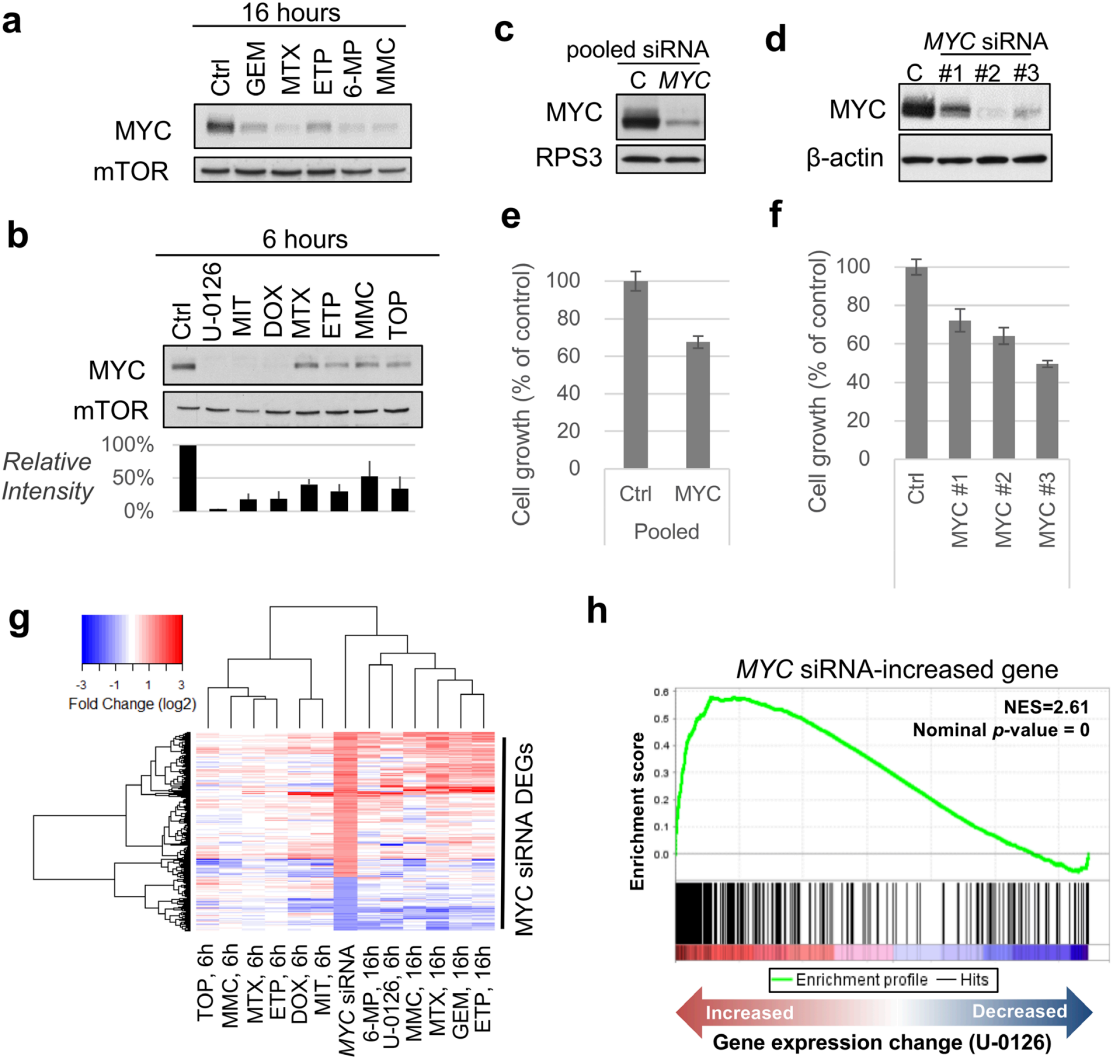
*MYC*, one of the most influential genes, accounts for the drug-induced change in gene expression **(a, b)** Immunoblot analysis of MYC under (a) 16-h treatment and (b) 6-h treatment of HT-29 cells with the indicated compounds. mTOR was used as a loading control. Blot intensities of MYC relative to those of mTOR (n=3 independent experiments, mean ± SD) are shown (b, below). The drug concentrations were the same with the description in Supplementary Table 1. **(c, d)** Immunoblot analysis of MYC upon treatment with *MYC* siRNAs. RPS3 and β-actin were used as a loading control. **(e, f)** Cell growth assay after treatment with MYC siRNAs. ON-TARGETplus SMART pool siRNA was used (in c, e) and Silencer Select Pre-designed siRNAs were used (in d, f). **(g)** Hierarchical clustering analysis of indicated conditions using DEGs of MYC siRNA. **(h)** Enrichment plot using *MYC* siRNA-increased gene sets. Running enrichment score (*top portion, green curve*) and the statistics were calculated from the order of gene sets based on the gene expression change (*bottom*) upon treatment with U-0126. GEM, gemcitabine; MTX, methotrexate; ETP, etoposide; 6-MP, 6-mercaptopurine; MMC, mitomycin C; TOP, topotecan; DOX, doxorubicin; MIT, mitoxantrone.

We also found that the knockdown of *MYC* in HT-29 cells by siRNA treatment (Figure 4c and 4d) decreased cell growth (Figure 4e and 4f) and the expression levels of genes from curated *MYC* target signatures as well (Supplementary Table 5). 

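The MYC knockdown was measured on 2 arrays of HT-29 cells, a human colorectal adenocarcinoma line, 1 from cells given a pool of siRNAs against MYC and 1 control. The paper's methods and the protocol in the sample labels give the control as a non-targeting siRNA pool, whereas the treatment field of that sample reads None; the array is called control siRNA, following the paper. Cells seeded at 80000 per well were transfected with 20 nM siRNA for 24 h and used after 48 h, and the paper's text does not say whether the 48 h include the 24 h. MYC itself had a signal of 1963 with control siRNA and 1640 with MYC siRNA, which is 1.20-fold lower, a log2 ratio of -0.26. Only 1 probe set names MYC, and 179 of the 553 probe sets with a control signal close to that of MYC had a ratio at least as low. The log2 ratio of MYC was -0.16 after loess on mean signal and -0.17 after quantile normalization. In the immunoblots of Figure 4c, the paper's measure of the protein, MYC was lower with MYC siRNA.

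Signals of 54675 probe sets were computed by the authors with the MAS5 algorithm and scaled to a mean target level of 100, and the mean without the highest and lowest 2% of probe sets was 100 in both arrays. The signal exceeded 50 in 16074 probe sets with control siRNA and in 16571 with MYC siRNA. The ratio of 3' to 5' signal, a sign of RNA quality, was 1.16 and 1.14 for ACTB and 1.00 and 1.02 for GAPDH, with control and MYC siRNA respectively. The 18 hybridization control probe sets above 50 in both arrays had a median ratio of 0.979 (0.890 to 1.21) and the 11 poly(A) control probe sets 0.974 (0.845 to 1.14). The ratio depended on the signal, with a median log2 ratio of 0.15 in the dimmest and -0.10 in the brightest of 5 equal groups of the genes above 50. As in the methods, signals under 50 were set to 50, and a probe set with a ratio of MYC siRNA to control siRNA of at least 2 was an UP DEG and of at most 0.5 a DOWN DEG. For gene lists fixed beforehand, each gene took the brightest probe set that names it alone, and the median log2 ratio of the list was placed among 10000 random lists of the same size matched on mean expression. With 1 array per condition no difference has a replicate check and no p-value was computed. The SD of the log2 ratio between probe sets of the same gene was 0.25, 0.22 and 0.17 in dim, middle and bright genes (3604 genes in all), and it leaves out the variation between cultures.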

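Genes of the MYC target signatures were lower with MYC siRNA almost throughout. Of 49 measured genes of the MYC targets V2 signature, 48 were lower and 1 was higher, 31 of them lower by at least 1.5-fold, and the median log2 ratio was -0.68. Of 181 genes of the larger V1 signature, 177 were lower and 4 higher, 34 of them lower by at least 1.5-fold, with a median of -0.34. In ribosome biogenesis, the making of ribosomes in the nucleolus and a textbook target of MYC, all 60 measured genes were lower, with a median log2 ratio of -0.73. None of 10000 matched random lists had a median as low as any of these 3 lists, the median of whose random lists was 0.00, -0.13 and -0.01 for V2, V1 and ribosome biogenesis.

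Among single genes of these lists, HK2, the hexokinase of the first step of glycolysis, was 2.42-fold lower, and SRM, which makes spermidine, was 2.24-fold lower at a control signal of 1334. The nucleolar factors NOC2L, LYAR, TSR1, WDR3, NOP16 and RRP9 were lower by 2.38-fold, 2.31-fold, 2.18-fold, 2.14-fold, 2.10-fold and 2.04-fold, although 2 of the 4 probe sets of TSR1 were only 1.10-fold and 1.11-fold lower. PUS1, a pseudouridine synthase, was 2.12-fold lower. NDUFAF4, an assembly factor of mitochondrial complex I and a member of V2, was 1.88-fold lower. The chaperonin HSPE1, among the brightest members with a control signal of 5626, was 1.73-fold lower. The 3 lists share members, and both signatures were written from memory rather than taken from the database release the paper used. The medians of the V1 list after quantile normalization and loess were -0.24 and -0.23. From the lower expression of these signatures and the growth curves, the paper states that MYC knockdown decreased growth and MYC target expression.

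**Figure D1:**
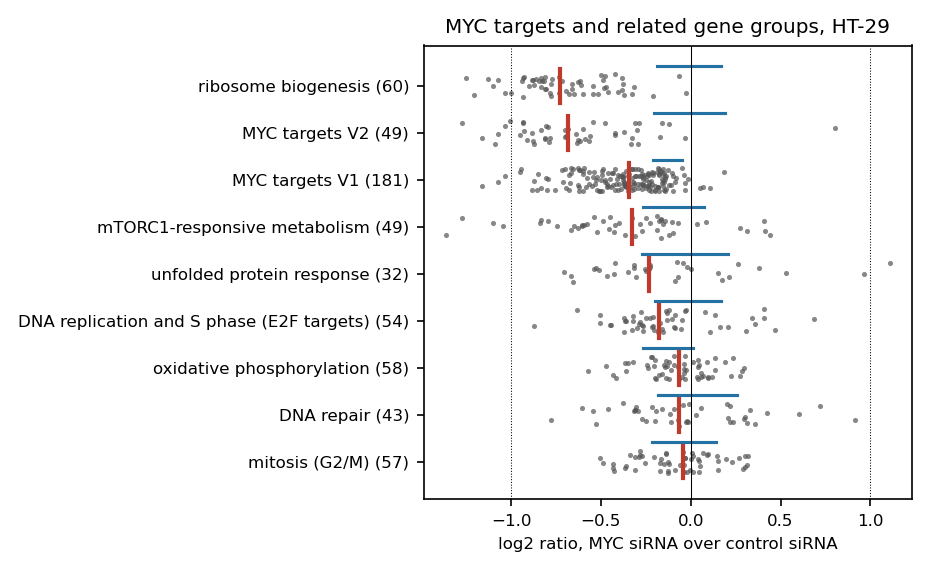
Log2 ratio of MYC siRNA over control siRNA (x axis) of each gene above 50 (grey points) in 9 gene lists, with the number of genes in brackets. Red bars are list medians, blue lines span 3 SDs either way around the median of matched random lists, and dotted lines mark 2-fold; the medians of ribosome biogenesis, V2 and V1 (-0.73, -0.68 and -0.34) lie left of their blue lines.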

As expected, gene expression patterns under *MYC* siRNA treatments were similar to those under 16-h and 6-h treatments of DNA damaging agents (Figure 4g). 

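By the paper's rule, MYC siRNA gave 375 UP DEGs and 104 DOWN DEGs among the 17127 probe sets above 50 in at least 1 array, so 78.3% of the DEGs were UP. Probe sets that name 1 gene placed 291 genes among the UP DEGs and 83 among the DOWN DEGs, and no gene was in both. Of genes reaching a signal of 200, the lowest was FABP5, a fatty acid-binding protein, at 2685 with control siRNA and 759 with MYC siRNA (3.53-fold lower). Others among the lowest were FAM216A (2.67-fold lower), the metallothionein MT1H (2.60-fold), the amino acid transporter SLC7A5 (2.57-fold), WDR4 (2.41-fold), CMSS1 (2.39-fold), the mitochondrial protein CHCHD10 (2.37-fold) and the mitochondrial ribosomal protein MRPL4 (2.36-fold). With signals under 50 set to 50, the highest was PLAAT4, a phospholipid-metabolizing enzyme, at 93.3 with control siRNA and 894 with MYC siRNA (9.58-fold higher). The chloride channel-like protein CLIC3 was 6.80-fold higher, from a control signal of 56.8 close to the floor. TGM2, a transglutaminase, was 5.76-fold higher, VGLL1, a cofactor of TEAD transcription factors, 4.87-fold and VSIG10L 4.24-fold. The fold of TGM2 rests on 1 of its 3 probe sets above 50, and the others were 2.19-fold and 1.91-fold higher. PADI2, a peptidylarginine deiminase, and FAM3D were under 50 with control siRNA and were at least 5.57-fold (at least 2.16-fold in another probe set of PADI2) and at least 5.19-fold higher. The signals of PADI2 were 18.8 with control siRNA and 279 with MYC siRNA, so whether it ranks below PLAAT4 depends on the floor.

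The arrays of the drug treatments were not analysed here. For genes named above and in the lists, the fold changes that follow are the paper's, from the 5644 rows of Supplementary Table 3 that were at hand, which stop before the end of the table. Under methotrexate for 16 h, the paper's fold change was 0.25 for NOP16, 0.26 for PUS1, 0.36 for WDR4, 0.42 for NOC2L and 0.49 for SLC7A5, all lower with MYC siRNA too. In the same condition it was 4.94 for CLIC3, 4.21 for VGLL1, 2.81 for MMP7 and 2.27 for TSPAN1, and the last pair were 2.75-fold and 2.36-fold higher with MYC siRNA. The directions differed for DUSP6, a phosphatase that restrains ERK, with 0.43 under methotrexate in the paper and 2.53-fold higher with MYC siRNA, although mitoxantrone for 6 h gave 2.03 in the paper. They also differed for CEACAM1 and CEACAM6, with 0.33 and 0.35 under 6-mercaptopurine for 16 h in the paper and 3.19-fold and 2.49-fold higher with MYC siRNA, although methotrexate gave 2.17 for CEACAM6 in the paper, and related CEACAM genes can share probes. Further opposite directions under 6-mercaptopurine were 2.09 for MT1H, 2.11 for IMPDH2 and 0.49 for CD82 in the paper. With MYC siRNA these were 2.60-fold lower, 1.93-fold lower and 2.16-fold higher, although CD82 had 2.30 under methotrexate in the paper. No other named gene in the rows at hand was opposite under 6-mercaptopurine. Those with the direction of MYC siRNA included NOP16 at 0.42, PUS1 and TSR1 at 0.44, NDUFAF4 at 0.48 and CCNG2 at 3.56 in the paper. PIK3R1, a subunit of PI3-kinase, had 0.48 under methotrexate in the paper and was 1.24-fold higher with MYC siRNA, and HBEGF, a ligand of the EGF receptor, had 3.27 under doxorubicin for 6 h and was 1.28-fold lower. Of named genes other than MYC, 67 had a fold change under the DNA damaging agents in the rows at hand. Other compounds were left out of the count. The direction was that of MYC siRNA in every condition counted for 53, the opposite for 8 and both for 6. Under other compounds, Supplementary Table 2 gives opposite directions for genes such as ASNS, VEGFA, CDK1, ERBB3 and SGK1, and SGK1 is among the 53. It gives the same direction for others, such as PPIF, SQLE, DHRS3 and FUT1. Supplementary Table 3 lists only drug DEGs that the paper's method selected as upstream genes, so genes unchanged by a drug could not enter. Many named genes were also picked for large ratios with MYC siRNA. The 53 of 67 is therefore not a measure of how far drugs and siRNA agree. The count was made after the values were seen, over an incomplete table and with no test of overlap. It includes CDK6 and MYO10 as opposite, PTK2 as both and EIF2S1 as the same. Probe sets of each of these genes go both ways, so their direction with MYC siRNA is uncertain. The genes counted as the same also include GADD45A, SPINK1 and SQLE, with log2 ratios of 0.09, 0.19 and -0.17. These ratios lie within the SD between probe sets of equally bright genes, so the direction of these genes is less certain. For MYC itself the paper's fold change was 0.23 under methotrexate and 0.47 under 6-mercaptopurine. The number of UP DEGs was 640 with signals under 25 set to 25 and 184 with signals under 100 set to 100. That of DOWN DEGs was 154 and 74 with these floors. Without the probe sets that can bind several transcripts, 219 were UP and 52 DOWN. The UP share was 57.9% with no floor.

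**Figure D2:**
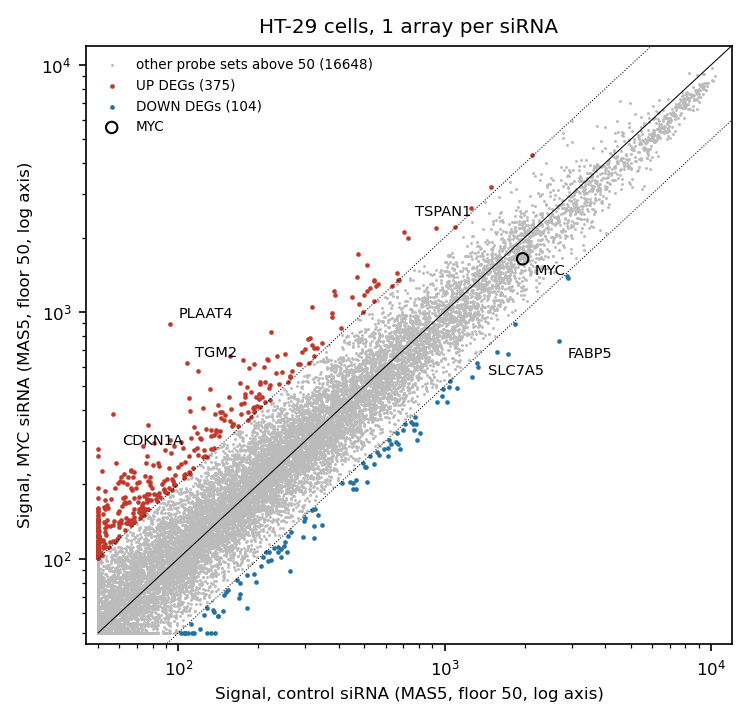
Signal of each probe set above 50 in at least 1 array with control siRNA (x axis) and MYC siRNA (y axis), both on log axes with signals under 50 set to 50. The solid line marks equal signals and the dotted lines 2-fold; 375 UP DEGs (red) lie mostly at low control signals, and MYC (open circle) lies between the lines at 1963 and 1640.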

In general, *MYC* knockdown-associated DEGs, which would include both primary and secondary transcription targets of MYC, were significantly enriched in the genes whose expression increased and decreased under treatment with the above compounds (Figure 4h, and Supplementary Figures 6 and 7). 

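Genes of protein synthesis and of the supply of its building blocks were lower with MYC siRNA across several lists. Of 21 genes of amino acid synthesis and the ATF4 response, 16 were lower and 5 higher (median log2 ratio -0.50). ASNS, the asparagine synthetase, was 2.15-fold lower and PSAT1, of serine synthesis, 2.06-fold lower, and the glutamine transporter SLC1A5 was 1.68-fold lower. Of 28 genes of nucleotide synthesis, 23 were lower (median -0.44), among them DHODH by 2.04-fold, IMPDH2 by 1.93-fold and SHMT2 by 1.78-fold. Of 16 aminoacyl-tRNA synthetase genes, which charge tRNA, 15 were lower (median -0.43), with YARS1 1.90-fold and VARS1 1.72-fold lower. Of 38 translation factors, 37 were lower (median -0.36), with EIF4EBP1, an inhibitor of cap-dependent initiation, 2.13-fold lower. All 25 chaperonin and heat shock genes were lower (median -0.45), including the mitochondrial chaperone TRAP1 by 1.91-fold. Of 63 proteins of the mitochondrial ribosome, 62 were lower (median -0.34).

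Each of these 6 medians lay at or below the 0.01st percentile of its matched random lists. The aminoacyl-tRNA synthetases no longer stood apart without the probe sets that can bind several transcripts (-0.22, 6.94th percentile) or without members shared with other lists (-0.29, 1.66th percentile). The median of nucleotide synthesis was -0.23 and -0.22 with means over probe sets on the log2 and linear scale. These means count probe sets at or under 50 in both arrays as unchanged. The median of amino acid synthesis was -0.30 with a floor of 25, and that of translation factors -0.23 after loess. The 50 cytosolic ribosomal protein genes were all lower, but by less, with a median log2 ratio of -0.23 at the 0.38th percentile. RPL14 was 1.52-fold lower and RPS24 1.32-fold lower. This list lies among the brightest genes, and after loess on mean signal its median was -0.06 at the 3.37th percentile, no longer apart from random lists. It stood apart in 6 of 12 alternatives. Its median was also -0.06 after quantile normalization, and was -0.23 in the others where it did not stand apart. In all, 28 of the 83 genes among the DOWN DEGs and 46 of the 291 among the UP DEGs were in at least 1 of the 38 lists. The median fold was 2.18 among the DOWN DEGs and 2.35 among the UP DEGs, and 1 DOWN and 53 UP probe sets passed 3-fold.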

Notably, GSEA using hallmark signatures of gene sets [3] confirmed that the curated *MYC* target signatures were enriched in genes whose expression decreased under the drug treatments (Figure 5a), but many other signatures showed stronger significance than the *MYC* signatures (Figure 5b). This comparison indicated that InDePTH can detect the influence of *MYC* on other DEGs, in a different way from the conventional enrichment analysis.

**Figure 5:**
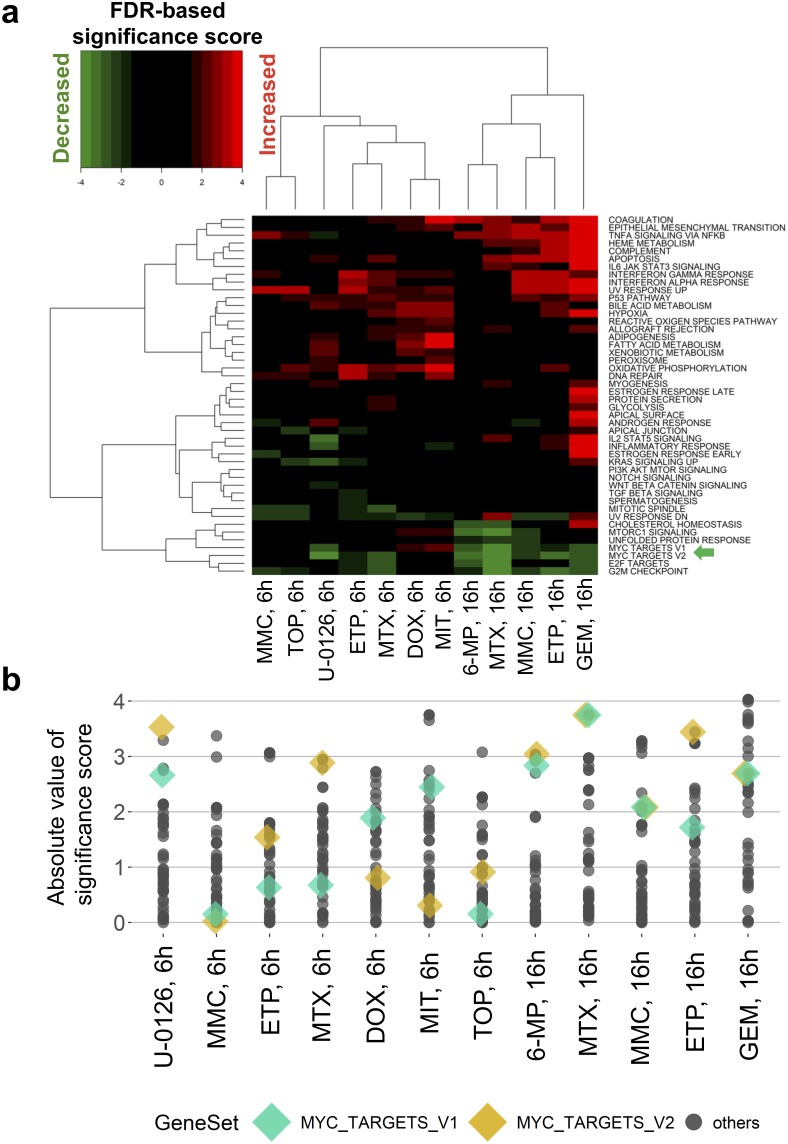
Conventional enrichment analysis entirely prioritized gene sets other than MYC target signatures **(a, b)** GSEA analysis of hallmark signatures of gene sets. (a) False discovery rate (FDR)-based significance scores (see Materials and Methods) of the indicated drug treatments (*column*) were shown for each hallmark signature (*row*) and (b) absolute values. MYC_TARGETS_V1 and MYC_TARGETS_V2, gene sets defined as subgroups of genes regulated by MYC in the hallmark signature of gene sets [3], were highlighted by the green arrow in (a) and colored diamond shapes in (b). GEM, gemcitabine; MTX, methotrexate; ETP, etoposide; 6-MP, 6-mercaptopurine; MMC, mitomycin C; TOP, topotecan; DOX, doxorubicin; MIT, mitoxantrone.

Our previous study indicated that data from 16-h treatment with DNA damaging agents tended to cluster together, despite these agents having different mechanisms of action (MoA) [6]. 

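Interferon-stimulated genes were higher with MYC siRNA wherever they could be compared. Of 47 members with a probe set, 17 were at or under 50 in both arrays, and the other 30 were all higher, 13 of them by at least 2-fold, and the median log2 ratio was 0.95, above that of every one of 10000 matched random lists. IFI27 was 4.49-fold higher, IFIT3 4.39-fold, OAS1, a sensor of double-stranded RNA, 3.11-fold, and DDX60, under 50 with control siRNA, at least 3.53-fold. The median of the list was 0.62 with a floor of 100 and 0.59 with the mean log2 ratio over probe sets. The control signal was 51.7 for IFIT3 and 55.9 for OAS1, both near the floor, and another probe set of IFIT3 was 1.55-fold higher. CDKN1A, which encodes the cell cycle inhibitor p21 and is a gene repressed by MYC, was 4.17-fold higher, from a control signal of 58.2 close to the floor. CCNG2, another gene of the MYC-repressed list, was 2.31-fold and NDRG1 2.24-fold higher, and 27 of the 31 genes of that list were higher (median 0.22, 97.6th percentile). The median of the MYC-repressed list was 0.10 (92.9th percentile) and 0.11 (92.3rd) with means over probe sets on the log2 and linear scale. Its highest median over the 12 alternatives was 0.25, and it stood apart in none.

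Markers of absorptive intestinal cells were also higher in 13 of 16 genes (median 0.38, above every random list), with TSPAN1 and CEACAM5 (2.18-fold) among them. Their median was 0.16 with either mean over probe sets and 0.69 with a floor of 25 or none. Of 36 lysosome and autophagy genes 26 were higher (median 0.25, 99.9th percentile), including the proteases CTSZ by 2.14-fold and CTSD by 2.03-fold and NEU1 by 1.89-fold. Keratin, junction and adhesion genes were higher in 19 of 28 (median 0.20, 99.9th percentile), with ITGB4, an integrin of hemidesmosomes, 2.17-fold higher. Without the probe sets that can bind several transcripts, the lysosome list (19 genes, median 0.29) lay at the 98.9th percentile. The keratin list (16 genes, median 0.24) lay at the 99.1st there. Neither list still stood apart in that setting, although neither median was smaller. The keratin list also did not stand apart without shared members (median 0.22, 99.2nd) or against unmatched random lists (96.5th). All 7 replication-dependent histone genes above 50 were higher (median 0.67, 99.8th percentile), such as H2AC6 by 3.29-fold, though histone genes have near-identical copies and their probe sets are uncertain, and their median was 1.12 with no floor. The p53 targets TP53I3 and CD82 were 2.40-fold and 2.16-fold higher, while the 26 p53 targets together had a median of 0.11 at the 75.9th percentile. In 75 of the 375 UP DEGs the control signal was at or under 50, so that their fold is a lower bound.

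**Figure D3:**
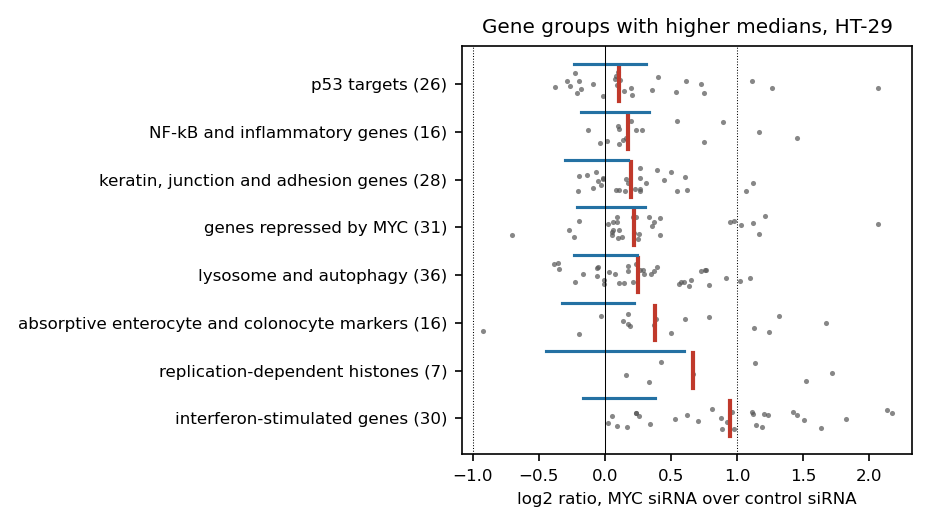
Log2 ratio of MYC siRNA over control siRNA (x axis) of each gene above 50 (grey points) in 8 gene lists, with the number of genes in brackets. Red bars are list medians, blue lines span 3 SDs either way around the median of matched random lists, and dotted lines mark 2-fold; the median of interferon-stimulated genes, 0.95, lies right of its blue line and that of p53 targets, 0.11, within it.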

We found that the genes whose expression increased in association with *MYC* siRNA enabled DNA damaging agents with the same MoA to cluster closer together, especially for compounds targeting nucleic acid metabolism (Figure 6a and 6b). 

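No gene of 2 cell cycle lists was among the DEGs of MYC siRNA. These lists hold 113 genes of DNA replication and S phase or of mitosis, of which 111 were above 50. Replication and S phase genes were slightly lower, 42 of 54 with a median log2 ratio of -0.18 at the 0.36th percentile of matched random lists. PCNA, the sliding clamp of DNA polymerases, was 1.20-fold lower, POLD2, a subunit of DNA polymerase delta, 1.83-fold lower and CCNE2, a cyclin of the G1/S transition, 1.61-fold higher. The 57 mitosis genes had a median of -0.04 at the 46.1st percentile, with 35 lower and 22 higher. CCNB1, AURKA and PLK1, regulators of mitosis, were 1.26-fold, 1.22-fold and 1.24-fold lower, and CDK1, the kinase partner of CCNB1, was 1.23-fold higher. GADD45A, a gene of the DNA damage response, was 1.06-fold higher. The median of the replication list was -0.17 at the 0.65th percentile with signals under 100 set to 100, and -0.16 at the 0.69th without the probe sets that can bind several transcripts.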

Interestingly, the pattern of hierarchical clustering retained the pattern of the original clustering, despite the *MYC* siRNA-induced DEGs (Figure 6c) and known cell cycle signature of gene sets (Figure 6d) having been removed from the original DNA damaging agent-induced DEGs. Consistent with these findings, a great number of genes were required for fully constructing the gene expression networks induced by the DNA damaging agents; however, a set of genes with high hub scores explained most of these complex structures (Supplementary Figures 8 and 9). Collectively, most of the drug-induced DEGs were derived from both primary and secondary effects of the drug treatments, and these effects can be distinguished by InDePTH.

**Figure 6:**
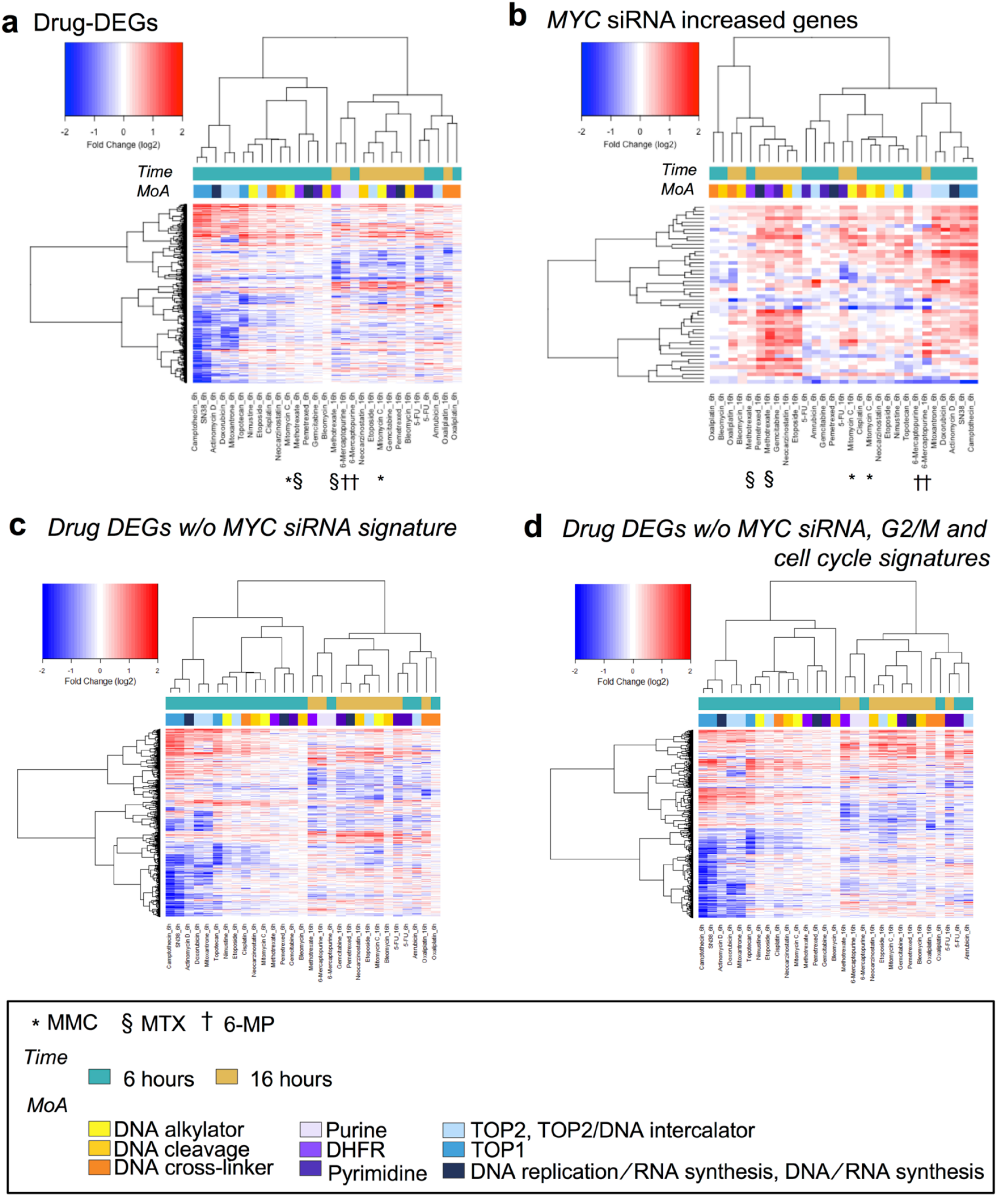
*MYC* downstream genes enabled DNA-damaging agents with the same MoA to cluster closer together Hierarchical clustering and heatmap. The used gene sets were as follows: **(a)** DEGs for each indicated drug, **(b)** *MYC* siRNA-increased DEGs, **(c)** DEGs for each indicated drug but without *MYC* siRNA-increased/decreased DEGs, and **(d)** DEGs in each indicated drug but without both *MYC* siRNA-increased/decreased DEGs and G_2_/M and cell cycle gene sets [3]. The legends for the coloured boxes are shown at the bottom. Drug MoA was obtained from reference #[7].

We further analysed public transcriptome datasets including 14 compounds treatments on diffuse large B cell lymphoma cells (OCI-LY3) [20] by InDePTH and compared the result with an algorithm named detecting mechanism of action by network dysregulation (DeMAND), which prioritizes proteins whose interactions (such as protein-protein interactions) could be perturbed by drug treatments [21]. We successfully selected query DEGs from the datasets of 14 compounds (FDR <.10; no DEG in aclacinomycin A and geldanamycin; too small DEGs for InDePTH analysis in blebbistatin and vincristine). In general, the rank of genes from InDePTH and DeMAND analysis did not correlate (Supplementary Figure 10). Especially for DNA damaging agents including camptothecin, doxorubicin, etoposide and mitomycin C, the commonly prioritized genes in InDePTH (hub score >.01 and top 20) were *MYC* and polo-like kinase 1 (*PLK1*). Interestingly, PLK1 was also predicted by DeMAND as an effector protein for the drug perturbations [21]. The other effector proteins from DeMAND analysis were not the commonly prioritized in InDePTH analysis at mRNA levels, such as DNA damage-inducible gene 45A (*GADD45A*), cyclin-dependent kinase inhibitor 1A (*CDKN1A*), proliferating cell nuclear antigen (*PCNA*), cyclin B1 (*CCNB1*) and Aurora Kinase A (*AURKA*) [21] (Supplementary Figure 10). However, of interest was that InDePTH analysis could show potential hierarchical relationships of these genes for each agent (Supplementary Figure 11).

Finally, we performed InDePTH analysis of hypoxia-responsive genes whose expression levels were increased and decreased depending on mitochondrial functions [22]. InDePTH reconstructed the gene regulatory network and interestingly showed that the gene with the highest hub score was NADH:Ubiquinone Oxidoreductase Complex Assembly Factor 4 (*NDUFAF4*), an assembly factor for mitochondrial complex I [23] (Supplementary Figure 12).

## DISCUSSION

InDePTH is a novel semantic algorithm for linking DEGs to each other according to their influence on the expression levels of other genes. It then reconstructs hierarchical network models of upstream and downstream relationships among the DEGs. InDePTH is also equipped with a data-mining program for hub detection and can rank DEGs by their influence in a gene expression network. Indeed, InDePTH revealed that one of the genes whose expression had the greatest influence on the expression levels of many other genes upon exposure to many anticancer compounds was *MYC*, whose contribution was masked by other DEGs in conventional signature-based enrichment analysis. Taking these findings together, InDePTH is a powerful algorithm for creating networks of DEGs and focusing on the hubs of such networks. A package for implementation of the InDePTH algorithm in the software environment R is now available to the research community at the GitHub repository (https://github.com/koido/InDePTH).

InDePTH provides upstream and downstream relationships in network analysis. In general, upstream and downstream relationships in gene regulatory network have been provided from text mining-based approaches [24, 25], while the information from text mining is limited, partly because the names of genes are often not standardized and partly because it is also difficult to distinguish between genes and proteins in the literature [26]. In contrast to text mining-based approaches, InDePTH can utilize experimentally verified information about the upstream and downstream relationships of numerous genes, stored in the massive database LINCS. Similar to InDePTH, DeMAND also uses drug-induced transcriptome data and can shed light on the role of protein-coding genes in drug MoA, even when the extent of their change in expression is not significant [21]. Interestingly, a hub gene of DNA-damaging agents from InDePTH analysis overlapped with the DeMAND-identified effector protein for them, even though methods and overall results between the two methods were fundamentally different. In addition, InDePTH successfully showed the hierarchical relationships among mRNAs of DeMAND-identified effector proteins for the drug perturbations. Notably, for predicting the dysregulation of interacting proteins, DeMAND requires a minimum of six samples for both case and control samples [21], while InDePTH has no such limitation and requires only user-defined DEGs of any type. This advantage of InDePTH enables users to develop hypothesis even in the early stage of the research which in general collects minimum sample sets.

The direction of paths in the InDePTH-reconstructed network can be interpreted to represent the pseudo-time flow of gene expression change because these directions were determined based on the upstream and downstream relationships between perturbed genes after genetic perturbations. In fact, InDePTH detected *MYC* as the most highly influential gene upon treatment with methotrexate for 16 h, 10 h before which, the expression level of *MYC* was slightly decreased (Figure 4a, 4b). The same was true for mitomycin C treatments, whose hub score upon treatment for 6 h was the highest (Supplementary Table 2) and that upon treatment for 16 h was the second highest (Supplementary Table 3, Figure 4a, 4b). Therefore, InDePTH has one useful aspect of enabling the identification of genes whose expression can change at an early stage of drug treatment, without time-series data-based approach [27].

In many cases, the CMap similarity scores from 978 landmark genes were sufficient to analyse drug-induced DEGs by InDePTH. This indicates that the selection of landmark genes was preferable for expressing the features of drug-induced DEGs. However, a few compounds showed c-indexes of around 0.5, indicating that the true expression levels of genes other than landmark genes were required for InDePTH analysis in such cases. Unfortunately, we found that the current inferred expression levels could not address these limitations. Currently, LINCS makes inferences on genome-wide gene expression levels by a linear penalized regression model. For making inferences on gene expression, it may be necessary to include nonlinear effects (e.g. gene-to-gene interactions). One study already attempted to address this problem by applying a machine learning approach [11], and the LINCS team also has the aim of improving the inference accuracy by creating a cloud data analysis competition (http://crowdsourcing.topcoder.com/cmap, accessed on 16/4/2017). These approaches would lead to more accurate estimation of expression levels under drug and/or genetic perturbation in LINCS, which would also be promising for InDePTH in the future.

InDePTH analysis revealed *MYC* as a common influential hub gene, especially upon treatment with DNA damaging agents. Previous studies showed that the expression levels of *MYC* mRNA or MYC protein were reduced by methotrexate [28] and gemcitabine [29], while it depended on the cellular context whether the expression level of *MYC* increased or decreased upon exposure to etoposide [30–32]. In HT-29 cells, knockdown of *MYC* inhibited cell proliferation *in vitro* and *in vivo* [33], indicating that one of the basic characters of HT-29 cells depends on *MYC* expression. Similarly, suppression of *MYC* expression in OCI-LY3 cells is also considered to suppress the growth of the cells [34, 35]. Therefore, *MYC* can indeed be an influential gene, especially for HT-29 cells and OCI-LY3 cells treated with many anticancer compounds.

InDePTH was applicable to not only drug-induced DEGs but also other types of gene sets. Indeed, we successfully interpreted the mitochondria-dependent hypoxic responsive genes via the gene regulatory network and found that decreased expression of mitochondrial assembly factor *NDUFAF4* was the most influential in the network. Consistently, it has been reported that a missense mutation of *NDUFAF4* causes assembly defects of the mitochondrial complex I [36]. Thus, it is plausible to interpret *NDUFAF4* as an influential hub gene under the network.

Currently, InDePTH has two potential limitations. First, it strongly depends on the conditions catalogued in the LINCS database. For example, tissue-specific gene expression patterns [37] and genetic effects on gene expression [38] governs gene expression patterns as well as effects of oncogenes such as *MYC*. Therefore, when seeking the best cut-off point of CMap similarity score, the conditions of query DEGs would be preferable when the same reference data was obtained in terms of compounds and tissue origins of cell lines. To counter this limitation, we provided a reasonable cut-off range of a CMap similarity score >0.2 for hypothesis development by InDePTH (Supplementary Figure 3). In addition, as novel and low-cost methods for genome-wide transcriptome, such as pooled library amplification for transcriptome expression (PLATE-Seq) [39], have continuously developed, genome-wide transcriptome database of genetic perturbation in multiple cell types would expand more in future, leading to more reliable results from InDePTH. Second, as suggested by Figure 6c and 6d, it is the case that regulatory networks of gene expression under drug treatment might be due to conditions other than changes in expression levels, such as protein phosphorylation, degradation, and stabilization or non-coding RNAs [40]. Considering these potential limitations, it will be necessary in future to expand the reference database for dealing with more multiple cellular contexts and perturbations and incorporate other omics data. InDePTH source code is online available and therefore users can use reference database other than LINCS, and flexibly combine InDePTH algorithm with other omics tools, according to various purposes.

Taking the above findings together, InDePTH has been proven to be effective in identifying influential genes from among drug-induced DEGs, even when such influence was masked by many other signatures in conventional enrichment analysis. InDePTH should thus be useful to decipher the hierarchical networks of DEGs under anticancer drug treatment.

## MATERIALS AND METHODS

### LINCS L1000 dataset analysis

All data of LINCS L1000 were obtained from the Amazon S3 server, in which access keys were provided from lincscloud.org. L1000 gene expression data were obtained on 17/11/2014 (level 4 zspc data) and on 18/11/2014 (level 3 q2norm data), and the data description file (inst.info) was obtained on 13/11/2014. We defined the upregulated (downregulated) genes in LINCS using the threshold z-score ≥ 2 (≤ −2). If the item ‘pert_desc’ in inst.info was ‘−666’ and also the item ‘pert_type’ was ‘trt_cp’, we updated the inst.info file by merging with a chemical information file (downloaded on 24/2/2015). We manually confirmed that the names of compounds matched between LINCS and our database.

### In-house datasets and microarray analysis

The transcriptome dataset of anticancer compounds was obtained from our previous study [7]. In this study, we limited our analysis to only the dataset of HT-29 cells (see Supplementary Table 1 for detail conditions). Microarray analysis was conducted using GeneChip Human Genome U133 Plus 2.0 array (Affymetrix, Santa Clara, CA, USA), following standard protocols. Expression measurement was carried out using Affymetrix Microarray Suite version 5.0 from R package *affy* v1.40.0 [41]. Expression values were normalized to a mean target level of 100. Up- or downregulated genes (UP DEGs and DOWN DEGs, respectively) after exposure to the drug were determined as follows: For each treatment sample, we calculated treatment-to-control ratio statistics, where, if any intensity value was <50, the value was replaced by 50 [7], and we selected probe sets if the treatment-to-control ratio was ≥ 2 for UP DEGs or ≤ 0.5 for DOWN DEGs. Unsupervised hierarchical clustering was performed using the Pearson’s correlation distance and Ward’s linkage method. When performing network analysis, the average signal intensity ratio to the same gene was assigned. GSEA was performed with GSEA software (v2.0.14, Broad Institute) [12, 13] using the Molecular Signatures Database (MSigDB, v5.0) [13] or our defined signature gene sets. We set the false discovery rate (FDR) as 1 for gene sets, which means that the gene sets were not enriched at all. If the FDR of a gene set was 0, we set the FDR as the minimum FDR within each test. The FDR of gene sets was subjected to logarithmic transformation, and a positive or negative sign was used in front of this value if the gene set was enriched in genes with increased or decreased expression, respectively, under drug treatment. If there were both positive and negative scores due to marginal enrichment, we summed the two.

The transcriptome dataset for hypoxia-responsive genes were described in our previous paper [22]. From the hierarchical clustering of the hypoxia-responsive genes, mitochondria-dependent DEGs (Supplementary Figure 12a) were analyzed by InDePTH.

### Public transcriptome datasets

Normalized transcriptome data of 14 compounds on OCI-LY3 cells were obtained from NCBI Gene Expression Omnibus under the series accession no. GSE510681. Mapped genes were selected from R package hgu219.db v3.2.3 and the probe with the highest median of signal intensity for a gene was selected. T-statistics were calculated in log2 space by Welch’s two-sample t-test from all time points- and concentrations-aggregated datasets like DeMAND paper [21]. DEGs (FDR <.10) were assigned to probes of GeneChip Human Genome U133 Plus 2.0 array by hgu133plus2.db v3.2.3, in which using probes were limited to those with the median of signal intensity > 50 in the in-house datasets of anticancer compounds. Using these probes, InDePTH analysis was performed and the results were compared with the ranking of DeMAND analysis using U133p2 network (from a supplementary table in DeMAND paper [21]).

### Similarity scoring

CMap similarity scores were calculated from the CMap algorithm [4] using the R script described previously [6]. A reference rank matrix for the CMap algorithm was constructed from the LINCS gene expression database by ordering LINCS L1000 z-scores in descending order, in which, if z-scores had exactly the same values as the others, we set a higher rank for genes showing higher expression values. Using this LINCS rank matrix of 978 landmark genes or 22,268 inferred ones (including the 978 landmark genes), CMap similarity scores were calculated by using UP DEGs and DOWN DEGs obtained from the in-house dataset.

### ROC curve analysis

ROC curve analysis was conducted by regarding the drug treatment conditions of the same name as positive and the others as negative when assessing the similarity to experimental conditions that should substantially be the same between LINCS L1000 (reference data) and query DEGs. ROC curve analysis was performed using the R package *pROC* (version 1.7.3) [42]. When the c-index, area under the ROC curve, was <0.5, we set this value as 0.5 because c-index<0.5 means that there is no comparability between the two databases. Overall, 1,328,098 conditions were used for c-index_*ALL*_ and 113,867 HT-29 cell-specific conditions were used for c-index_*HT29*_. The Delong method [42] was used for calculating the *P*-value of the difference of c-index from the CMap similarity score from landmark genes and the CMap similarity score from landmark genes with inferred genes. Notably, we could not calculate the *P*-value between c-index_*HT29*_ and c-index_*ALL*_ because the number of genes used to create the ROC curve differed. The best cut-off of the CMap similarity score was determined at the point with the best sum of sensitivity and specificity, by using Youden’s J statistic [43].

### Network connection methods

To connect DEGs, perturbations of knockdown, overexpression, and ligand treatment (we refer to such perturbed genes as upstream genes) were selected if their CMap similarity scores were no less than the best cut-off point of the score. Upstream genes were further filtered using the following criteria: 1) if an upstream gene was knocked down in the reference data, the gene in the query DEGs must be DOWN DEG, and 2) if an upstream gene was overexpressed or treated with a ligand in the reference data, the gene must be UP DEG. If upstream genes with the same perturbation ID remained, the record with the highest CMap similarity score was used. Genes whose expression was increased or decreased by perturbation of upstream genes (referred to as downstream genes) were selected if the upstream genes significantly changed the expression of these downstream genes (LINCS Z-score>2 or Z-score<−2). When selecting knocked down conditions from the reference data, we discarded conditions for which only one independent perturbation ID remained, to avoid including off-target effects. In this process, we did not limit our analysis to HT-29 cells because the number of such genetic perturbations for HT-29 cells was small [0 records for overexpression, 865 records (296 genes) for ligand treatment, and 44,729 records (3666 genes) for knockdown].

By using these relationships between upstream and downstream genes, query DEGs were fully connected by arrows. If present, multiple edges and loops connecting a DEG to itself were removed. Kleinberg’s hub score [18] was used to identify the most influential gene in the network. This scoring method was originally developed for the complex world wide web to discover information sources and hubs that join the sources [18]. In short, the hub score was defined by the sum of authority scores, while the authority score was defined by the sum of hub scores. These recursive relationships were solved by finding the eigenvector of the autocorrelation matrix showing the link structure by using R package *igraph* (version 1.0.1) [44]. Components of the autocorrelation matrix were defined by the following formulation: α × δ. Here, α is a signal intensity ratio of query DEGs identified as an upstream gene in the network; δ is a penalty parameter that is the ratio of the number of upregulated or downregulated query DEGs to the number of upregulated or downregulated landmark genes in LINCS, respectively, to avoid off-target effects.

### Cell cultures and treatments

Human colorectal adenocarcinoma HT-29 cells [45] were cultured in RPMI-1640 (Wako, Osaka, Japan), supplemented with 10% heat-inactivated FBS and 100 μg/ml kanamycin. The chemical conditions for the in-house dataset were described previously [6, 7] and shown in Supplementary Table 1. 6-Mercaptopurine, doxorubicin, etoposide gemcitabine, methotrexate, mitomycin C, mitoxantrone, and topotecan have different MoA but ultimately induce DNA damage, so they were referred to here as DNA damaging agents [7].

### Immunoblot analysis

Immunoblot analysis was conducted as described previously [22]. Briefly, equal amounts of protein were resolved on an SDS-polyacrylamide gradient gel and transferred by electroblotting onto a nitrocellulose membrane. Membranes were probed with the indicated primary antibodies. The specific signals were visualized with a chemiluminescence detection system using appropriate secondary antibodies (Perkin-Elmer, Waltham, MA, USA). The following antibodies were used for immunoblotting: anti-β-actin (Sigma, St. Louis, MO, USA); anti-RPS3, anti-mTOR, and anti-MYC (Cell Signaling Technology, Danvers, MA, USA). β-actin, RPS3 and mTOR were used as controls.

### RNA preparation

Total RNA from cultured cells was extracted using an RNeasy RNA purification kit (Qiagen, Valencia, CA, USA). RNA quality was checked with a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### siRNA treatment

ON-TARGETplus SMART pool siRNA (GE Healthcare, Little Chalfont, UK) and Silencer Select Pre-designed siRNA (Thermo Fisher Scientific, Waltham, MA, USA) were used for the knockdown of *MYC* expression. ON-TARGETplus Non-targeting Pool (GE Healthcare) or Silencer Select Pre-designed siRNA (Thermo Fisher Scientific) was used as a control. HT-29 cells were seeded at a density of 8×10^4^ cells/well on a six-well plate for immunoblot analysis and at a density of 3×10^3^ cells/well on a 96-well plate for cell viability assay, and were transfected for 24 h with 20 nM of each siRNA in Opti-MEM (Thermo Fisher Scientific) with lipofectamine RNAiMAX (Thermo Fisher Scientific), in accordance with the manufacturer’s reverse transfection protocol. After 48 h, the cells were used for further experiments.

### Cell growth assay

Cell growth was determined by a CellTiter-Glo luminescent cell viability assay (Promega), in accordance with the manufacturer’s protocol. Cell growth is shown as a percentage of the control level.

### Data availability

The microarray datasets of *MYC* siRNA experiments were deposited in the NCBI Gene Expression Omnibus under the series accession no. GSE104175.

### Computer code

The statistical computing language R (https://www.r-project.org/) was used for all InDePTH analyses, including estimating the best cut-off point of the similarity score.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

6-MP: 6-mercaptopurine
AURKA: Aurora Kinase A
CCNB1: cyclin B1
CDKN1A: cyclin-dependent kinase inhibitor 1A
CMap: connectivity map
DEGs: differentially expressed genes
DeMAND: detecting mechanism of action by network dysregulation
DOX: doxorubicin
ETP: etoposide
GADD45A: DNA: damage-inducible gene 45A
GEM: gemcitabine
GSEA: Gene Set Enrichment Analysis
InDePTH: influential gene detection in perturbed transcriptome hierarchical network
JUN: jun proto-oncogene
KLF6: Kruppel-like factor 6
LINCS: The Library of Integrated Network-Based Cellular Signatures
MIT: mitoxantrone
MMC: mitomycin C
MoA: mechanisms of action
MTX: methotrexate
MYC: v-myc myelocytomatosis viral oncogene homolog
PCNA: proliferating cell nuclear antigen
PEM: pemetrexed
PLK1: polo-like kinase 1
ROC: receiver operating characteristic
RPS3: ribosomal protein S3
TOP: topotecan

# Supplementary material for: InDePTH: detection of hub genes for developing gene expression networks under anticancer drug treatment
**Source:** Oncotarget. 2018 Jun 26;9(49):29097–111. doi: 10.18632/oncotarget.25624
**Supplement:** Supplementary file 1

## InDePTH: detection of hub genes for developing gene expression networks under anticancer drug treatment

### SUPPLEMENTARY MATERIALS

#### REFERENCES

1. Bansal M, Yang J, Karan C, Menden MP, Costello JC, Tang H, Xiao G, Li Y, Allen J, Zhong R, Chen B, Kim M, Wang T, et al. A community computational challenge to predict the activity of pairs of compounds. *Nat Biotechnol.* 2014; 32:1213–22. <https://doi.org/10.1038/nbt.3052>.
2. Woo JH, Shimoni Y, Yang WS, Subramaniam P, Iyer A, Nicoletti P, Rodríguez Martínez M, López G, Mattioli M, Realubit R, Karan C, Stockwell BR, Bansal M, et al. Elucidating Compound Mechanism of Action by Network Perturbation Analysis. *Cell.* 2015; 162:441–51. <https://doi.org/10.1016/j.cell.2015.05.056>.
3. Koido M, Haga N, Furuno A, Tsukahara S, Sakurai J, Tani Y, Sato S, Tomida A. Mitochondrial deficiency impairs hypoxic induction of HIF-1 transcriptional activity and retards tumor growth. *Oncotarget.* 2017; 8:11841–54. <https://doi.org/10.18632/oncotarget.14415>.

### **1.3 M**

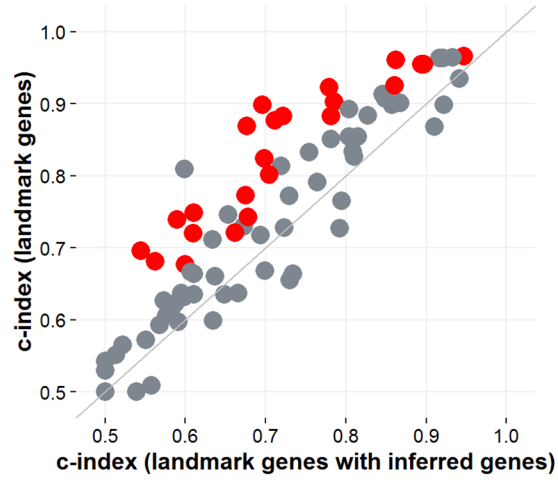

**Supplementary Figure 1: C-index comparison using LINCS 1.3 million perturbations.** C-index<sub>ALL</sub> comparison between from only landmark genes (y-axis) and from landmark genes with inferred genes (x-axis). Red plot indicates that the difference of c-index is statistically ( $P$ -value $<5.7\times10^{-4}$ , Bonferroni corrected,  $n=88$ ).

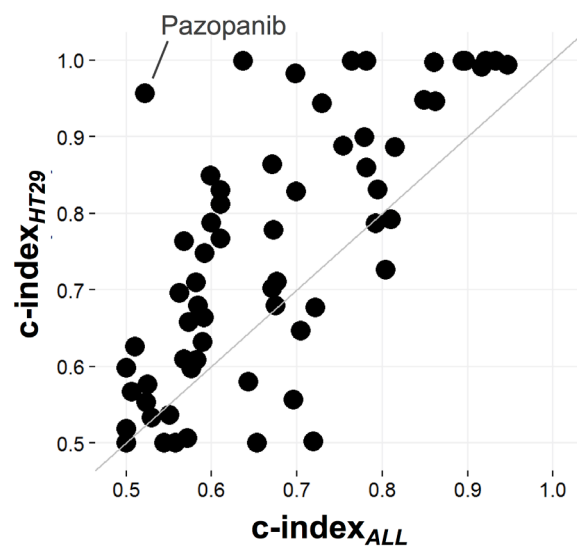

**Supplementary Figure 2: C-index comparison using landmark genes with inferred genes.** C-index from landmark genes with inferred genes comparison between one from 1.3 million LINC dataset (x-axis,  $c\text{-index}_{ALL}$ ) and the one from HT-29 LINC dataset (y-axis,  $c\text{-index}_{HT29}$ ).

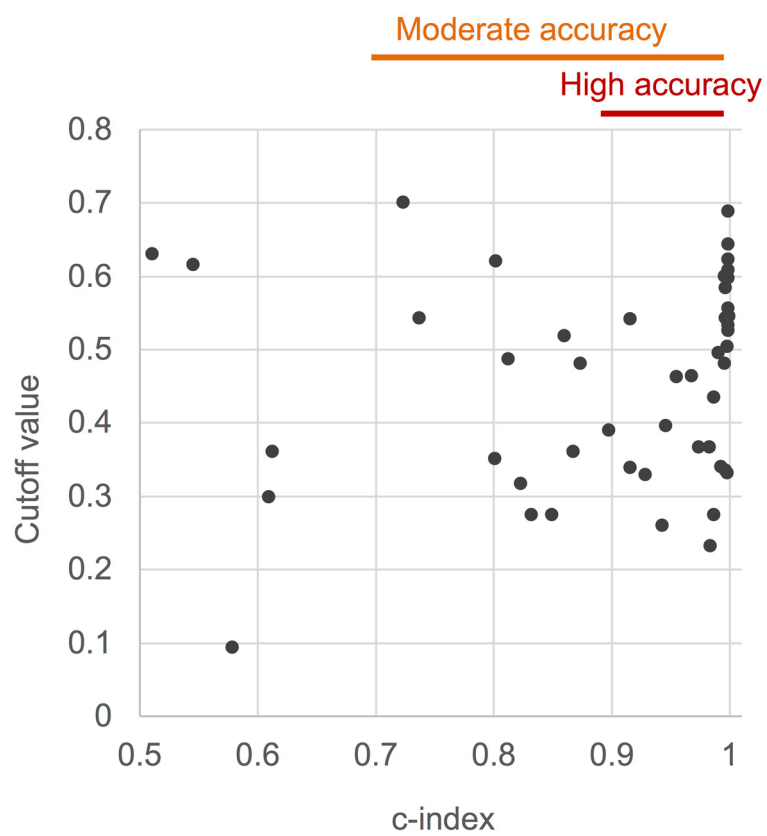

**Supplementary Figure 3: C-index and cutoff value of CMap similarity score.** Scatter plot of  $c\text{-index}_{HT29}$  in x-axis and CMap similarity score cutoff value from InDePTH. See also Supplementary Table 1.

**a**

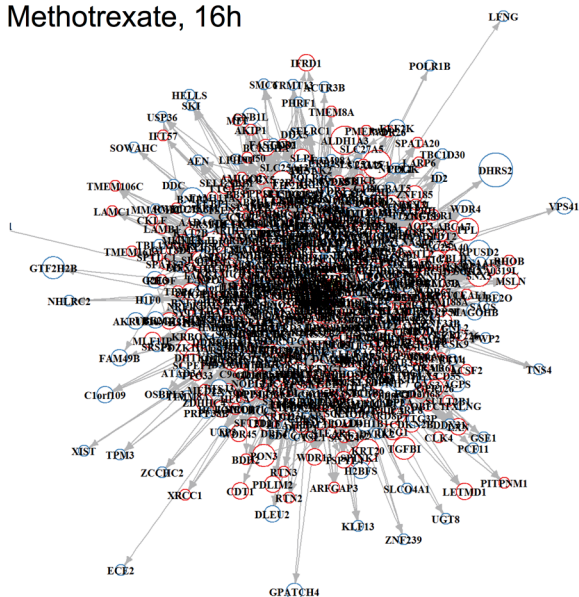

b

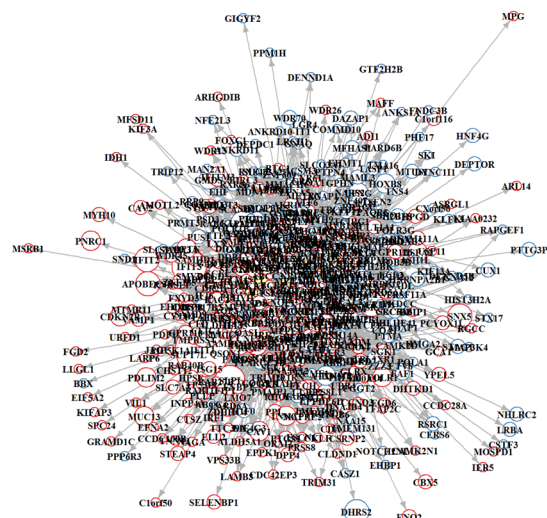

C

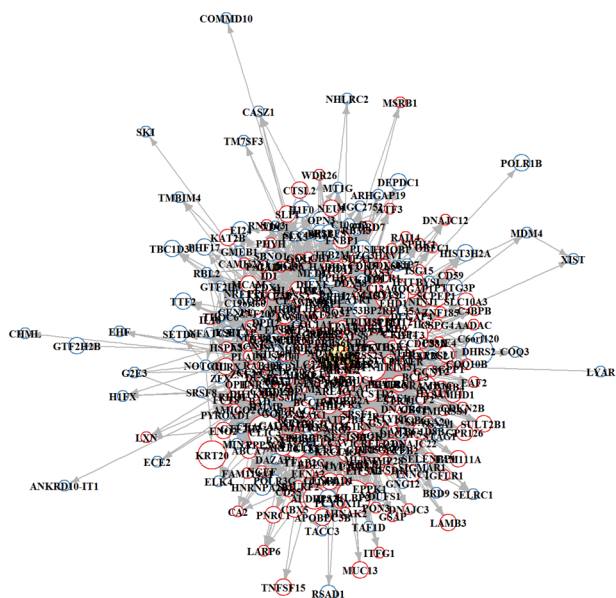

**Supplementary Figure 4: Complexity of drug-induced gene expression network.** See legend of Figure 3.

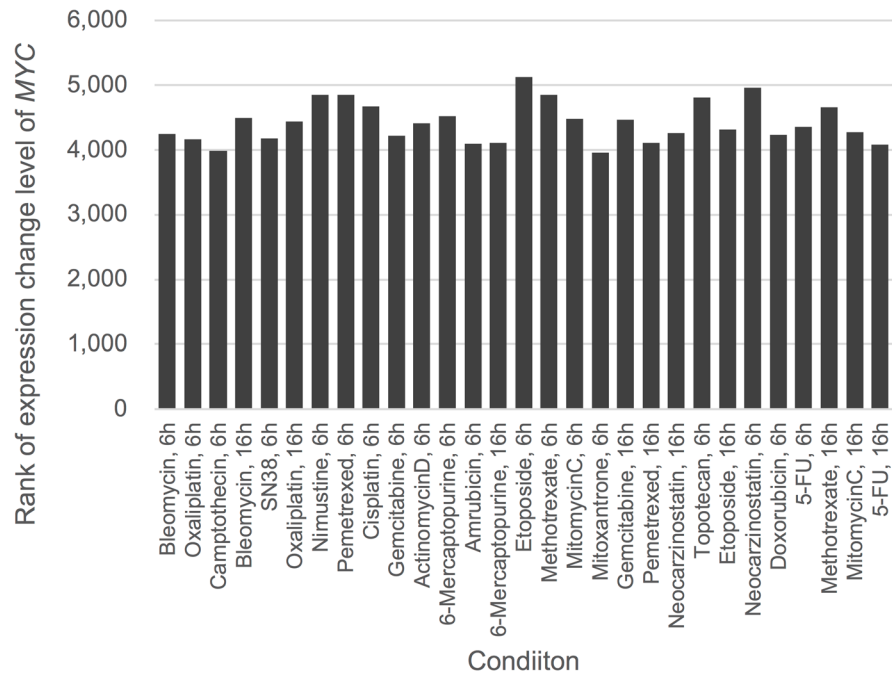

**Supplementary Figure 5: Moderate expression change of MYC.** Rank of MYC expression change levels by descendent order, under indicated DNA-damaging agents treatments.

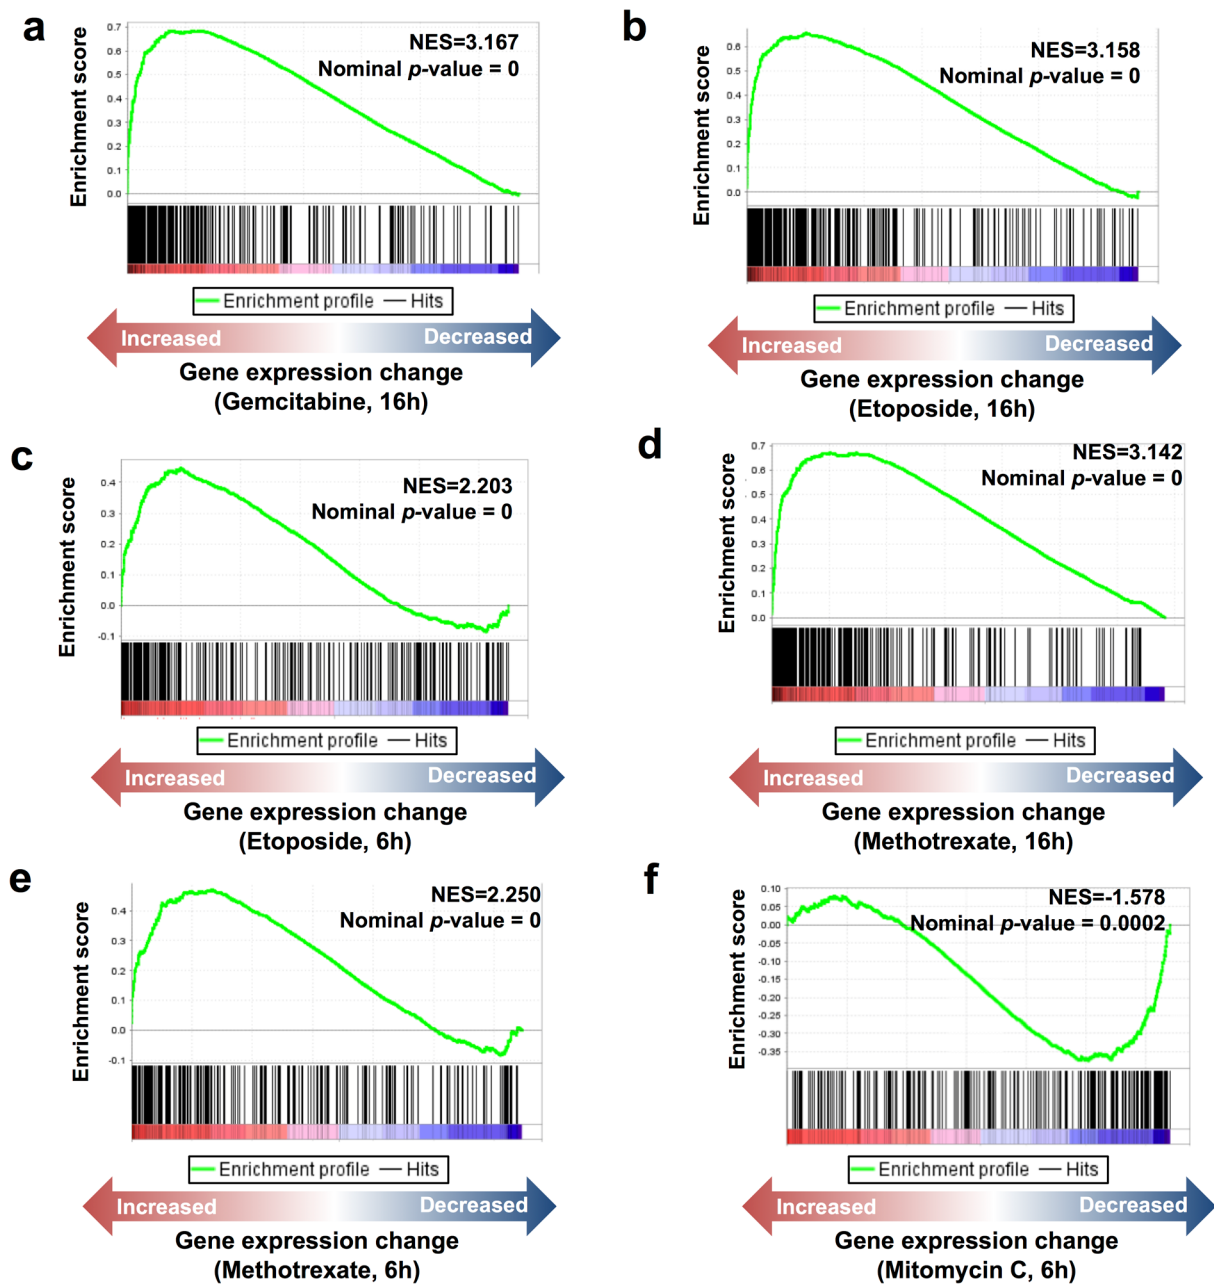

**Supplementary Figure 6: Enrichment plot of GSEA, *MYC* siRNA UP DEGs.** Enrichment plot using *MYC* siRNA-increased gene sets. See Figure 4.

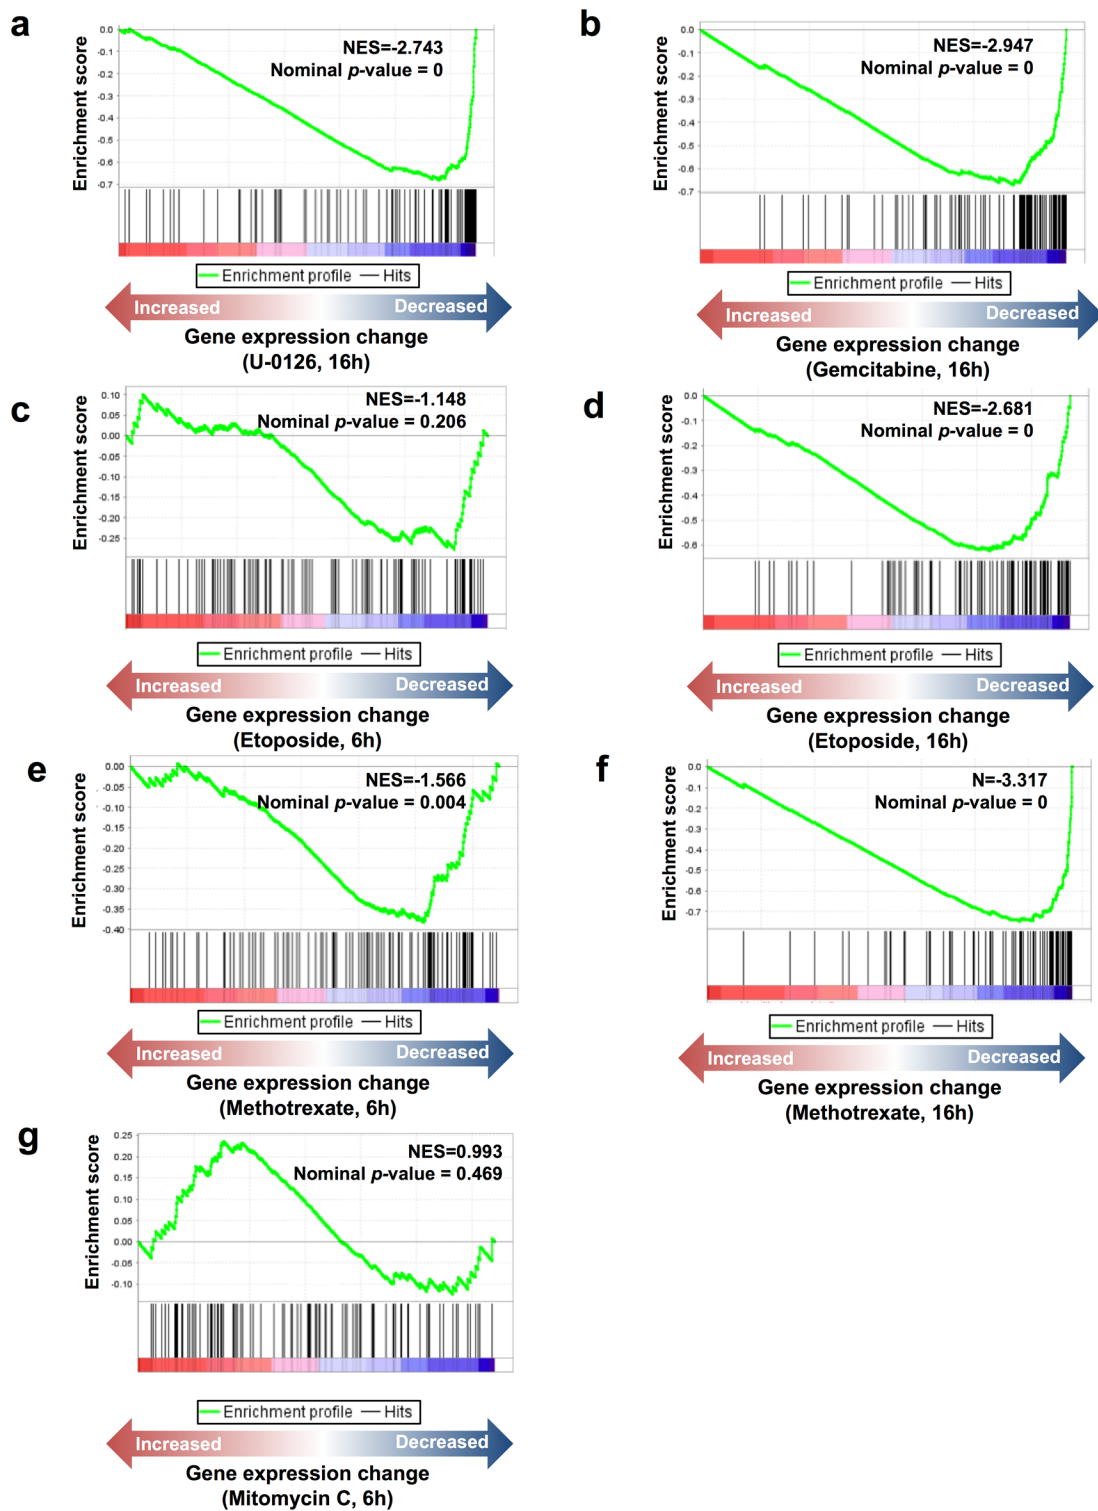

**Supplementary Figure 7: Enrichment plot of GSEA, MYC siRNA DOWN DEGs.** Enrichment plot using *MYC* siRNA-decreased gene sets. See Figure 4.

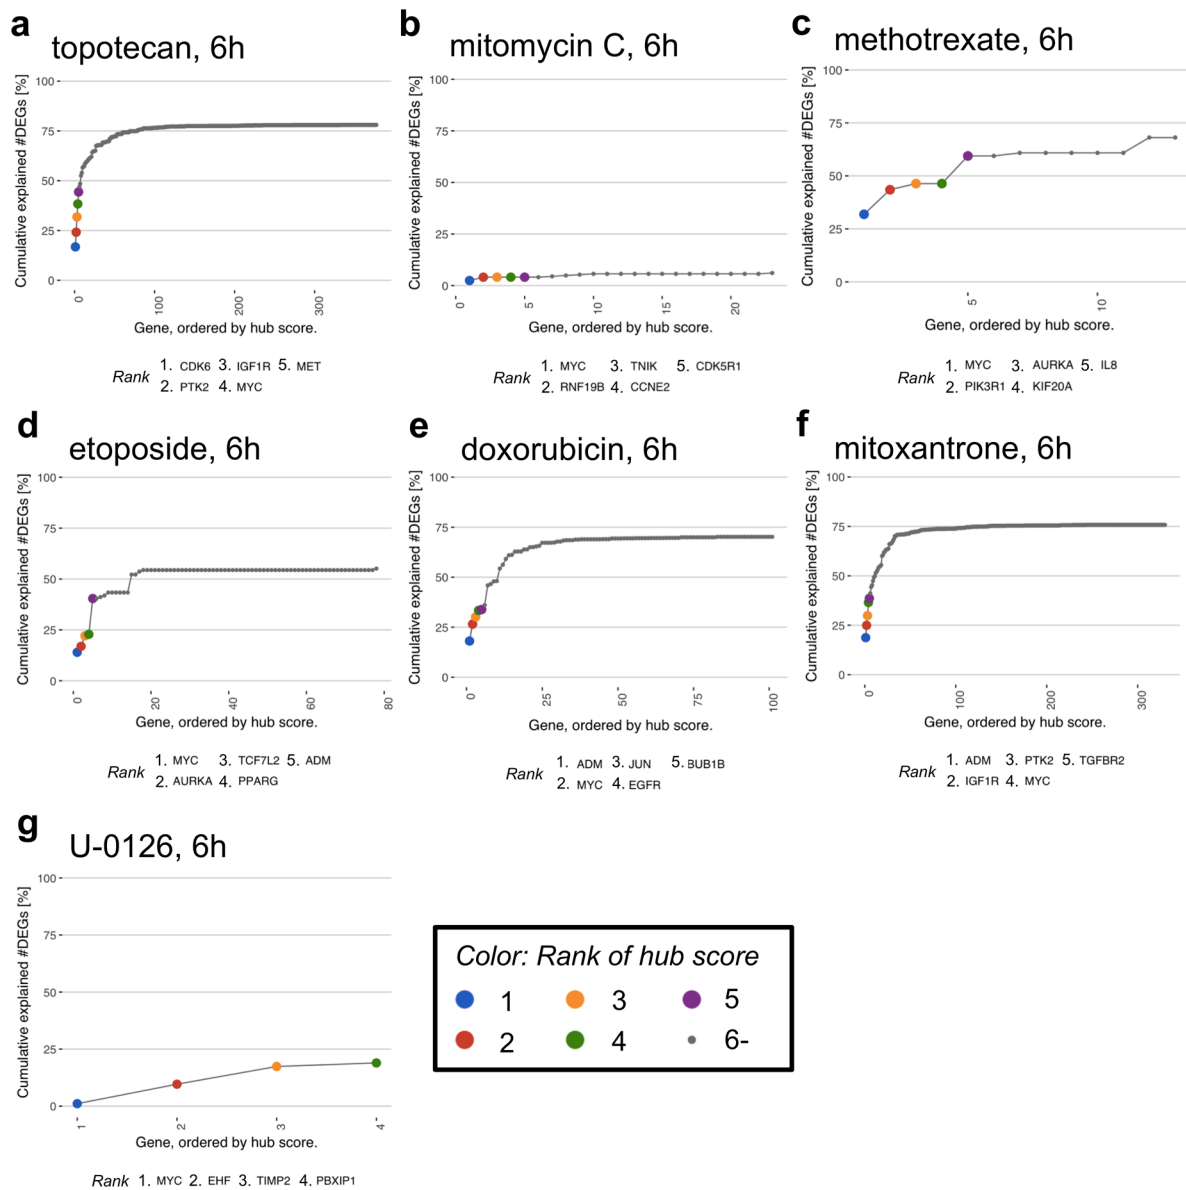

**Supplementary Figure 8: Collective effects of genes on drug-induced gene expression networks (6 hours drug treatments).** (a-g) Percentage of cumulative DEG number overlapped with downstream genes sequentially added from the top of the hub score by InDePTH analysis. Hub scores were determined from recursive relationships within query DEGs and signal intensity ratio of query DEGs (see Materials and Methods). In each figure, the top 5 hub genes from InDePTH analysis were specified by colors.

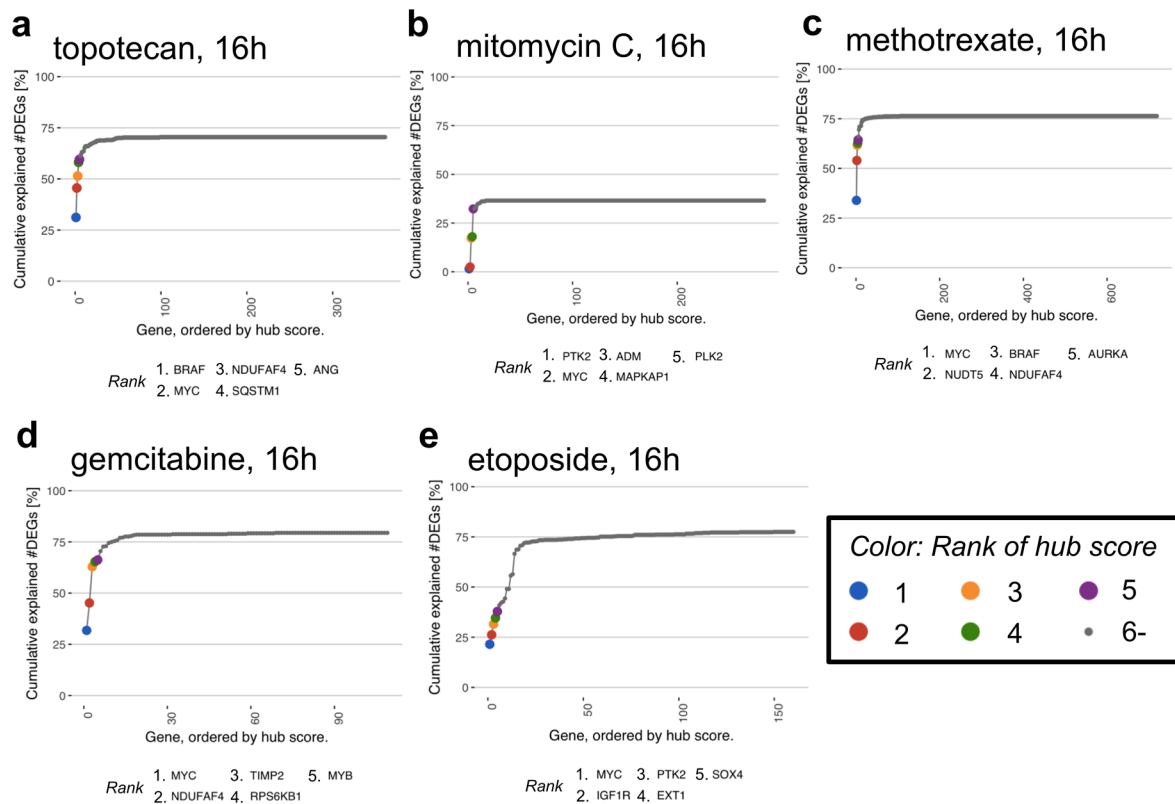

**Supplementary Figure 9: Collective effects of genes on drug-induced gene expression networks (16 hours drug treatments). (a-e)** Percentage of cumulative DEG number overlapped with downstream genes sequentially added from the top of the hub score by InDePTH analysis. Hub scores were determined from recursive relationships within query DEGs and signal intensity ratio of query DEGs (see Materials and Methods). In each figure, the top 5 hub genes from InDePTH analysis were specified by colors.

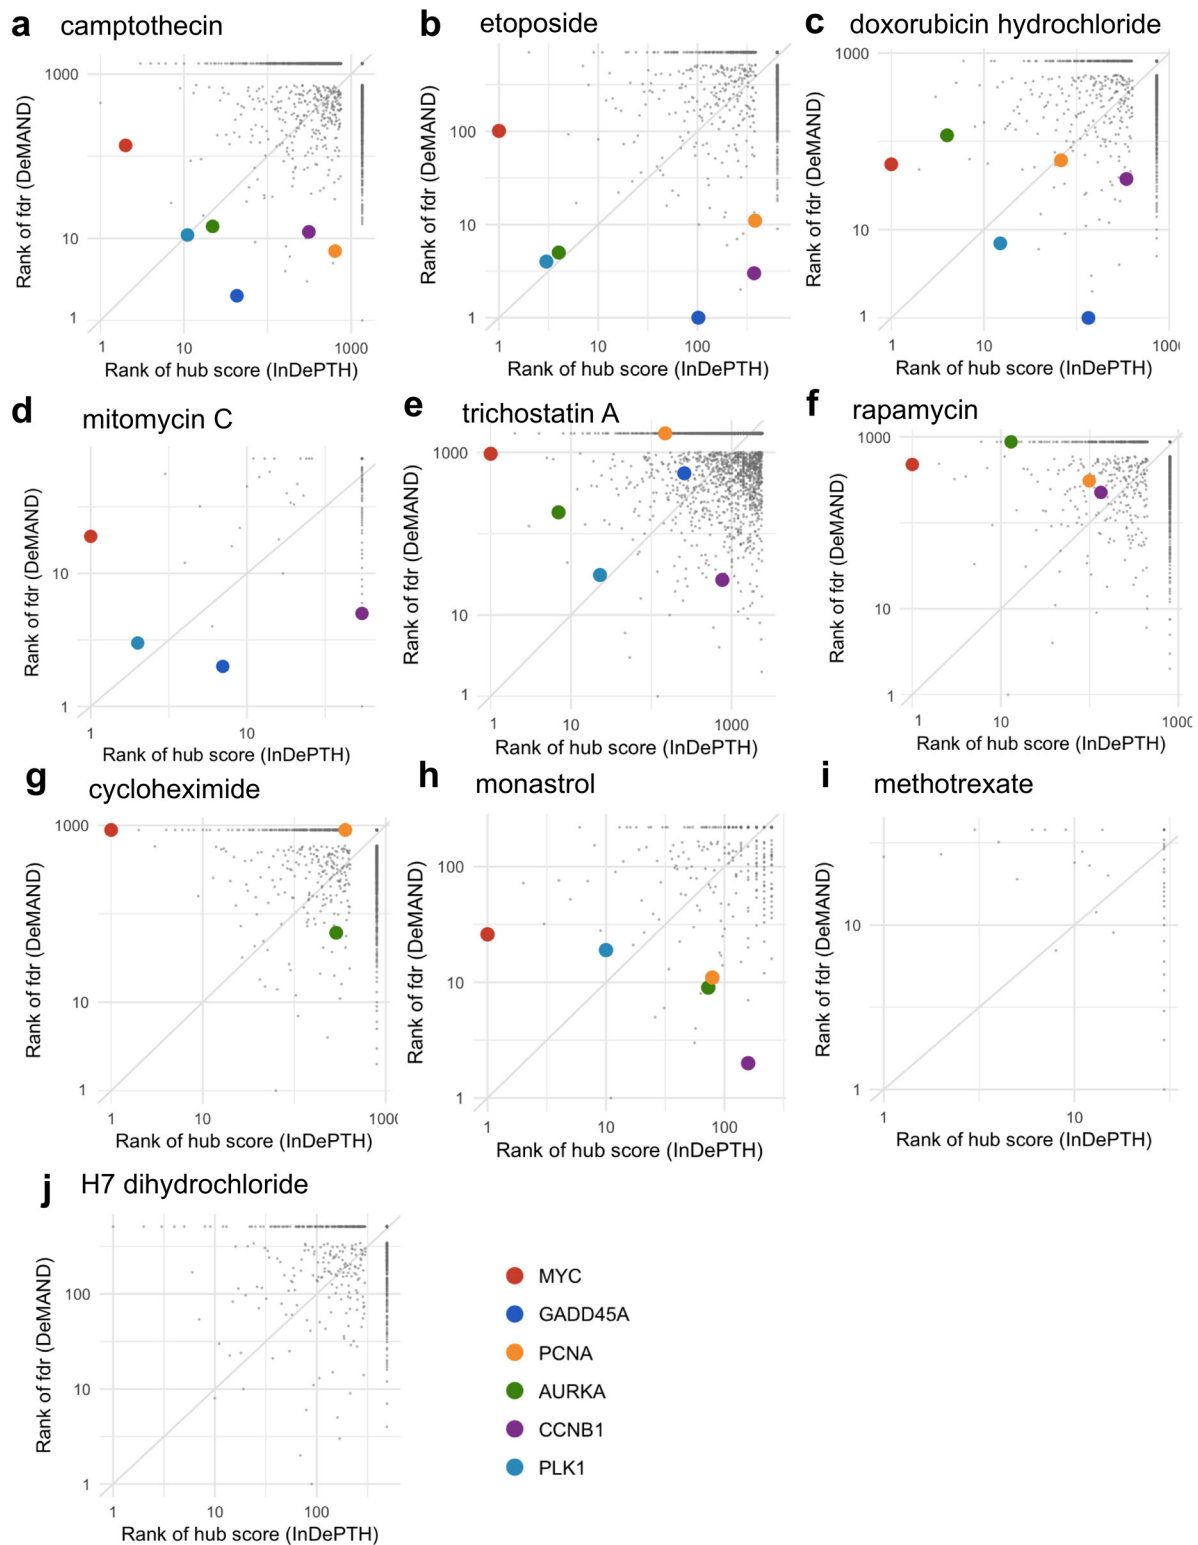

**Supplementary Figure 10: Comparison of gene ranking of InDePTH analysis with that of DeMAND analysis. (a-j)** Gene ranking from InDePTH analysis was compared with that from DeMAND analysis. The ranking was only in the indicated drug-induced DEGs (FDR <.10 in t-tests) in diffuse large B cell lymphoma cells (OCI-LY3) [1].

**a** camptothecin

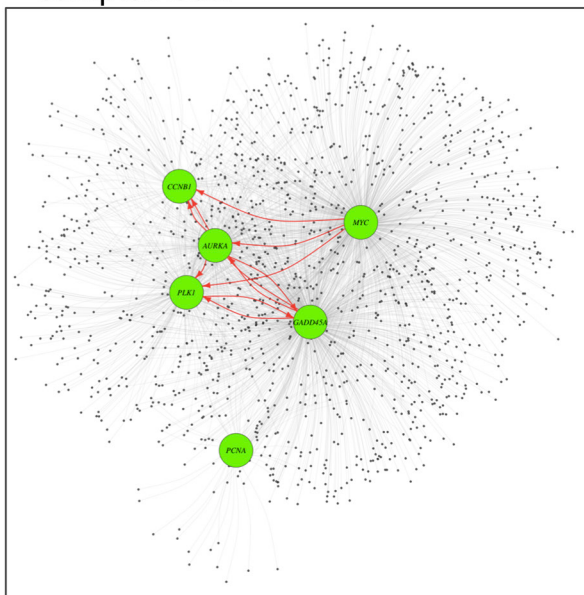

**b** etoposide

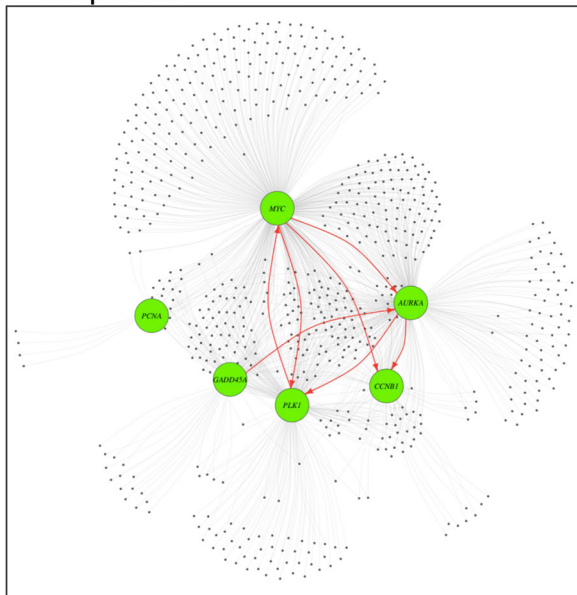

**c** doxorubicin hydrochloride

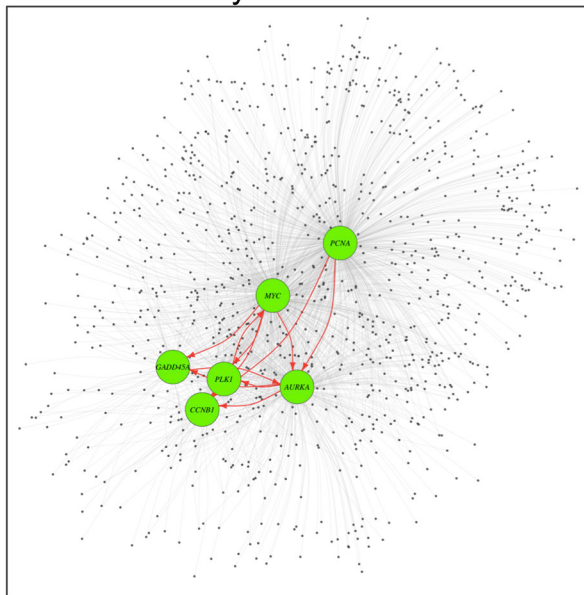

**d** mitomycin C

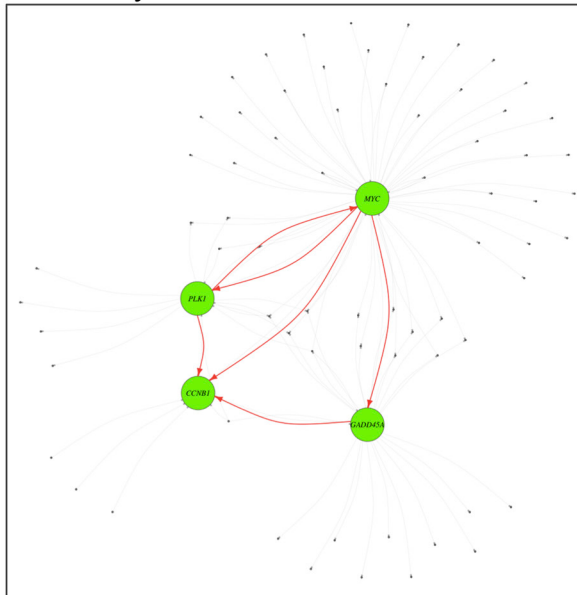

**Supplementary Figure 11: Hierarchical networks of DEGs by DNA damaging agents in OCI-LY3 cells. (a-d)** Gene regulatory networks reconstructed by InDePTH analysis. OCI-LY3 cells were treated with the indicated drugs. *MYC*, *PLK1*, and mRNAs of effector proteins for the drugs [2] were highlighted by green and arrows connecting to the genes were highlighted by red.

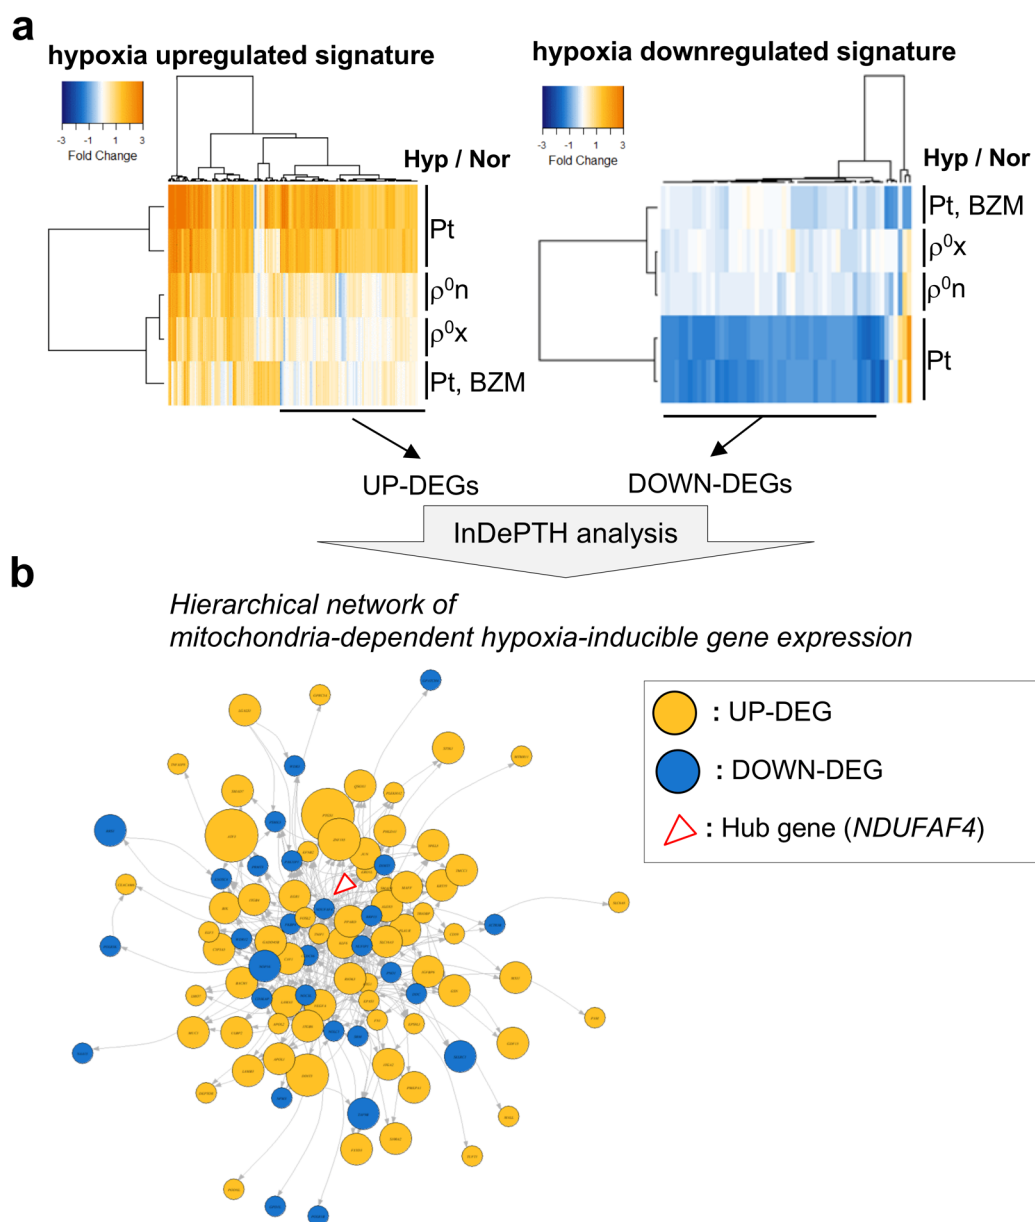

**Supplementary Figure 12: Mitochondria-dependent hypoxia-inducible gene expression network. (a)** Query DEGs. The heatmap was described from Figure 1b and 1c from [3] by different color keys and with query DEGs indication. **(b)** The hierarchical network of mitochondria-dependent hypoxia-inducible genes and the hub gene.

**Supplementary Table 1: Summary of conditions, c-index, and number of hit perturbations**

See Supplementary File 1

**Supplementary Table 2: Most influential genes in each compound-induced gene regulatory network**

| DB.INDEX       | Drug               | conc   | time | c-index | Gene Symbol | Fold Change |
|----------------|--------------------|--------|------|---------|-------------|-------------|
| GR_ChDB_0003   | Tunicamycin        | 3ug/ml | 6h   | 0.996   | GADD45A     | 4.12        |
| GR_ChDB_0004   | Thapsigargin       | 10nM   | 6h   | 0.86    | FUT1        | 2.88        |
| GR_ChDB_0012   | 17-AAG             | 100nM  | 6h   | 0.996   | PIK3R1      | 0.36        |
| GR_ChDB_0018   | Gemcitabine        | 1uM    | 6h   | 0.991   | AURKA       | 0.36        |
| GR_ChDB_0021   | Mitomycin C        | 10uM   | 6h   | 0.724   | MYC         | 0.44        |
| GR_ChDB_0026   | Methotrexate       | 1uM    | 6h   | 0.968   | MYC         | 0.44        |
| GR_ChDB_0028   | Temsirolimus       | 10uM   | 6h   | 0.946   | SQLE        | 0.48        |
| GR_ChDB_0033   | SN38               | 3uM    | 6h   | 0.998   | ADM         | 5.87        |
| GR_ChDB_0035   | Topotecan          | 3uM    | 6h   | 0.984   | CDK6        | 0.25        |
| GR_ChDB_0036   | Doxorubicin        | 3uM    | 6h   | 0.993   | ADM         | 5.97        |
| GR_ChDB_0037   | Etoposide          | 30uM   | 6h   | 0.874   | MYC         | 0.46        |
| GR_ChDB_0038   | Mitoxantrone       | 3uM    | 6h   | 0.987   | ADM         | 8.11        |
| GR_ChDB_0047   | Sorafenib          | 10uM   | 6h   | 0.955   | PPIF        | 0.43        |
| GR_ChDB_0048   | Sorafenib          | 10uM   | 6h   | 0.916   | VEGFA       | 3.14        |
| GR_ChDB_0054   | Erlotinib          | 30uM   | 6h   | 0.802   | ASNS        | 4.05        |
| GR_ChDB_0056_2 | Gefitinib          | 30uM   | 6h   | 0.929   | MYO10       | 0.35        |
| GR_ChDB_0057   | Pazopanib          | 30uM   | 6h   | 0.983   | JUN         | 0.32        |
| GR_ChDB_0063   | Vincristine        | 30nM   | 16h  | 0.987   | CDK1        | 0.06        |
| GR_ChDB_0064   | Paclitaxel         | 30nM   | 16h  | 0.801   | CDK1        | 0.10        |
| GR_ChDB_0065   | Docetaxel          | 30nM   | 16h  | 0.868   | CDK1        | 0.13        |
| GR_ChDB_0067   | Mitomycin C        | 10uM   | 16h  | 0.813   | PTK2        | 0.36        |
| GR_ChDB_0075   | Gemcitabine        | 1uM    | 16h  | 0.85    | MYC         | 0.36        |
| GR_ChDB_0079   | Methotrexate       | 1uM    | 16h  | 0.832   | MYC         | 0.23        |
| GR_ChDB_0080   | 6-Mercaptopurine   | 100uM  | 16h  | 0.916   | BRAF        | 2.27        |
| GR_ChDB_0081   | Temsirolimus       | 10uM   | 16h  | 0.737   | DHRS3       | 2.07        |
| GR_ChDB_0084   | Etoposide          | 30uM   | 16h  | 0.898   | MYC         | 0.34        |
| GR_ChDB_0088   | MLN-4924           | 10uM   | 6h   | 0.997   | HBEGF       | 2.15        |
| GR_ChDB_0092   | SB218078           | 3uM    | 6h   | 0.998   | JUN         | 0.40        |
| GR_ChDB_0094   | GSK-3 inhibitor IX | 10uM   | 6h   | 0.997   | ERBB3       | 0.41        |
| GR_ChDB_0103   | U-0126             | 30uM   | 6h   | 0.999   | MYC         | 0.11        |
| GR_ChDB_0104   | SU11274            | 30uM   | 6h   | 0.823   | SGK1        | 0.33        |
| GR_ChDB_0120   | Crizotinib         | 10uM   | 6h   | 0.943   | BRAF        | 2.70        |
| GR_ChDB_0154   | BEZ235             | 1uM    | 6h   | 0.999   | KLF6        | 5.34        |
| GR_ChDB_0157   | Afatinib           | 10uM   | 6h   | 0.974   | VEGFA       | 2.73        |

Most influential genes and their fold changes in query DEGs are shown. Conditions with  $c\text{-index}_{HT29} > 0.7$  are shown. conc., concentration of drug.

**Supplementary Table 3: Upstream genes information with hub score of all tested compounds**

See Supplementary File 2

**Supplementary Table 4: Hub score of each compound focusing on *MYC***

| <b>DB.INDEX</b>      | <b>Drug</b>      | <b>Conc.</b> | <b>Time</b> | <b>HubScore</b> | <b>Fold Change</b> |
|----------------------|------------------|--------------|-------------|-----------------|--------------------|
| HT29_10_GR_ChDB_0075 | Gemcitabine      | 1uM          | 16h         | 1.00            | 0.36               |
| HT29_10_GR_ChDB_0079 | Methotrexate     | 1uM          | 16h         | 1.00            | 0.23               |
| HT29_10_GR_ChDB_0084 | Etoposide        | 30uM         | 16h         | 1.00            | 0.34               |
| HT29_12_GR_ChDB_0103 | U-0126           | 30uM         | 6h          | 1.00            | 0.11               |
| HT29_3_GR_ChDB_0021  | Mitomycin C      | 10uM         | 6h          | 1.00            | 0.44               |
| HT29_3_GR_ChDB_0026  | Methotrexate     | 1uM          | 6h          | 1.00            | 0.44               |
| HT29_4_GR_ChDB_0037  | Etoposide        | 30uM         | 6h          | 1.00            | 0.46               |
| HT29_10_GR_ChDB_0080 | 6-Mercaptopurine | 100uM        | 16h         | 0.86            | 0.47               |
| HT29_4_GR_ChDB_0038  | Mitoxantrone     | 3uM          | 6h          | 0.53            | 0.39               |
| HT29_4_GR_ChDB_0035  | Topotecan        | 3uM          | 6h          | 0.46            | 0.34               |
| HT29_4_GR_ChDB_0036  | Doxorubicin      | 3uM          | 6h          | 0.40            | 0.30               |
| HT29_7_GR_ChDB_0067  | Mitomycin C      | 10uM         | 16h         | 0.09            | 0.21               |

Conc., concentration of the drug treatment; Fold Change, gene expression change level of *MYC* under the drug treatment.

**Supplementary Table 5: Result of GSEA analysis, enriched in *MYC* siRNA-decreased genes**

| Rank | Gene Set                           | NES | NOM p-val | FDR q-val |
|------|------------------------------------|-----|-----------|-----------|
| 1    | HALLMARK_MYC_TARGETS_V1            | 4.1 | 0         | 0         |
| 2    | HALLMARK_MYC_TARGETS_V2            | 3.9 | 0         | 0         |
| 3    | HALLMARK_MTORC1_SIGNALING          | 2.6 | 0         | 0         |
| 4    | HALLMARK_E2F_TARGETS               | 2.6 | 0         | 0         |
| 5    | HALLMARK_UNFOLDED_PROTEIN_RESPONSE | 2.4 | 0         | 0         |
| 6    | HALLMARK_G2M_CHECKPOINT            | 2.3 | 0         | 0         |
| 7    | HALLMARK_DNA_REPAIR                | 1.8 | 0.005     | 0.025     |
| 8    | HALLMARK_OXIDATIVE_PHOSPHORYLATION | 1.7 | 0.003     | 0.041     |

GSEA using hallmark signature of gene sets (FDR<.05).

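Supplementary Table 5 ranks hallmark gene sets by the normalized enrichment score (NES), without stating how genes were ordered or permuted for the siRNA arrays. The NES here is a running sum over all genes ordered by their ratio, divided by its mean over random gene sets. Over 19776 genes ordered from the lowest ratio of MYC siRNA to control siRNA, the recalled V1 list of 181 genes had an NES of 2.34 and the V2 list of 50 genes an NES of 2.08. Ranking only the genes above 50 in at least 1 array gave 3.34 and 3.16. Lists compiled from general knowledge for the other processes in that table, which are not the hallmark sets, were scored after the medians were seen. Genes of mTORC1-responsive metabolism had an NES of 1.80, DNA replication and S phase 1.37, oxidative phosphorylation 1.32, mitosis 1.2, the unfolded protein response 1.15 and DNA repair 0.864.

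Of 49 genes of mTORC1-responsive metabolism, 42 were lower (median log2 ratio -0.33, below every matched random list), among them MTHFD2 of mitochondrial folate metabolism by 1.68-fold. Without members shared with other lists, 15 genes remained and the list no longer stood apart (-0.31, 0.77th percentile). Of 32 genes of the unfolded protein response, 23 were lower (median -0.23, 0.29th percentile). HSPA5, the main chaperone of the endoplasmic reticulum, was 1.59-fold lower, while KDELR3, which retrieves proteins to it, was 2.16-fold higher and WFS1 1.95-fold higher. After loess on mean signal this list's median was -0.11 at the 3.11th percentile, and it no longer stood apart. The 43 DNA repair genes had a median of -0.06 at the 7.68th percentile, with PARP1 1.71-fold lower and ERCC1 1.89-fold higher. Of 58 genes of oxidative phosphorylation 37 were lower and 21 higher (median -0.07), which lay at the 85.3rd percentile, above the -0.13 of matched random lists of equally bright genes. CYC1 of complex III was 1.33-fold lower and NDUFS7 of complex I 1.39-fold lower. The median of oxidative phosphorylation was 0.01 after quantile normalization and 0.03 after loess.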

# Supplementary material for: InDePTH: detection of hub genes for developing gene expression networks under anticancer drug treatment
**Source:** Oncotarget. 2018 Jun 26;9(49):29097–111. doi: 10.18632/oncotarget.25624
**Supplement:** Supplementary file 2

## Supplementary Table S1. Summary of conditions, c-index, and number of hit perturbations.

Used compound names, calculated c-index, and hit perturbations from the InDePTH analysis are shown. conc., concentration of drug; smpl, number of samples in LINCS; sh, shRNA treatment; oe, overexpression; lig, ligand treatment.

# Supplementary material for: InDePTH: detection of hub genes for developing gene expression networks under anticancer drug treatment
**Source:** Oncotarget. 2018 Jun 26;9(49):29097–111. doi: 10.18632/oncotarget.25624
**Supplement:** Supplementary file 3

## Supplementary Table S3. Upstream genes information with hub score of all tested compounds.

Upstream genes obtained from InDePTH (c-index*_HT29_* > 0.7) and their hub scores and drug-induced gene expression change levels.

[truncated: 106,142 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

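The MYC knockdown was measured on 2 microarrays of HT-29 cells, 1 with control siRNA and 1 with MYC siRNA. The authors' deposited intensity values are MAS5 signals of 54675 probe sets on a linear scale, made with affy 1.40.0 and scaled so that each array has a mean target level of 100; the mean without the highest and lowest 2% of probe sets was checked and was 100 in both. The values carry no floor, logarithm or normalization between the arrays by the authors. At or under a signal of 50 in both arrays were 37548 probe sets, 68.7% of all, for which no fold is given. With both signals set to 50 their log2 ratio is 0. They entered the means over all probe sets of a gene and the ranking for the NES with that value. The NES ranked 19776 genes, while 8917 genes were above 50 in at least 1 array.

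Of the probe sets, 41097 name 1 gene in the platform annotation, 1801 name several and 11777 are not listed there. Symbols were updated through gene identifiers to the RefSeq annotation of GRCh38.p14, which held 19735 of the 19777 genes with a probe set of their own, and no coordinates were used. Genes are named only from probe sets with 1 gene. BRAF, named in Supplementary Table 2, has no such probe set and is not reported.

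From the signals, values under 50 were set to 50, the log2 ratio of MYC siRNA to control siRNA was taken, and probe sets with a ratio of at least 2 (UP DEGs) or at most 0.5 (DOWN DEGs) were counted, as in the paper's methods. A gene took the probe set with the highest mean signal. Where 1 array was at or under 50, a fold is a lower bound. For 38 gene lists, the median log2 ratio of members above 50 in at least 1 array, MYC itself left out, was compared with 10000 random lists of the same size drawn from 20 bins of mean log2 signal, where at least 5 members were above 50. A list is described as apart from random lists at or beyond the 0.5th or 99.5th percentile; this describes these 2 arrays and is not a p-value. If all genes varied independently, 0.34 of the 34 lists with a median would lie there by chance. Genes of a list may vary together between cultures and lists share members, so more lists could lie there by chance. The NES was the weighted running sum over all genes divided by its mean of the same sign over 1000 random lists. Of the list memberships written, 9 symbols matched no gene.

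The lists, the alternatives and the rule for named genes were fixed before the data were examined. Named are MYC, the 28 genes that the paper names as hubs, effectors or loading controls apart from BRAF, the 10 highest and 10 lowest genes with a signal of at least 200 in the brighter array, and up to 4 members of each list with the largest ratio in either direction and a signal of at least 100. The paper's own fold changes under drugs had been seen before. Other genes, named in the closing observations, were chosen after their values were seen.

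The calculations were tested on simulated arrays made from the control array with noise of 0.2 (SD, log2) and 200 genes changed by known folds, in a step over 19777 genes. Of 50 genes each, 2.00% passed 2-fold at a true fold of 1.5, 54.0% at 2, and 100% at 3 and at 4, and none of 8272 unchanged genes did. The simulated noise was below the SD of 0.25 between probe sets of dim genes, so these rates need not hold for dim genes. A list shifted by -0.5 was recovered with a median of -0.53. Of 21 unshifted lists, 1 lay at or beyond the outer percentiles.

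Alternatives were a floor of 25, a floor of 100 and no floor with 1 added to each signal, fold thresholds of 1.5 and 3, median centring, quantile normalization, loess of the log2 ratio on mean signal with a span of 0.3, leaving out probe sets that can bind several transcripts, a brighter array of at least 100, the mean over all probe sets of a gene on the log2 or the linear scale, lists without shared members, random lists not matched on expression, and for the NES an unweighted sum and only genes above 50. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The arrays of the drug treatments were not used here.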

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

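Tests chosen only after the result was seen are those of exchanged labels, of a second MYC probe set, of all probe sets as bright as MYC, of dividing cells, of leukocytes and of RNA sensing; the other tests were set before their values were seen. The paper discusses the MYC target signatures and the gene sets of Supplementary Table 5, and the lists here are not among those and stood apart from matched random lists in the MYC siRNA array, although several share members with them, such as NOP16 in ribosome biogenesis and V2 and ASNS in amino acid synthesis and mTORC1-responsive metabolism.

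Lower with MYC siRNA, as median log2 ratios, were ribosome biogenesis at -0.73, amino acid synthesis and ATF4 targets at -0.50, chaperonins and heat shock proteins at -0.45, nucleotide synthesis at -0.44, aminoacyl-tRNA synthetases at -0.43, translation factors at -0.36, the mitochondrial ribosome at -0.34 and cytosolic ribosomal proteins at -0.23. Higher were interferon-stimulated genes at 0.95, replication-dependent histones at 0.67, absorptive enterocyte and colonocyte markers at 0.38, Wnt targets and intestinal stem cell markers at 0.32, apoptosis genes at 0.30, lysosome and autophagy genes at 0.25 and keratin, junction and adhesion genes at 0.20. Not all of these lists stood apart in each of the 12 alternatives. Apoptosis did in 2, cytosolic ribosomal proteins in 6 and Wnt targets in 7. Keratin, junction and adhesion genes did in 9, aminoacyl-tRNA synthetases in 10 and lysosome and autophagy in 11. Over these alternatives, medians ranged from 0.17 to 0.33 for apoptosis, 0.24 to 0.39 for Wnt targets and 0.18 to 0.27 for the keratin list. Those of lysosome and autophagy ranged from 0.20 to 0.29, of aminoacyl-tRNA synthetases from -0.43 to -0.22 and of cytosolic ribosomal proteins from -0.23 to -0.06. A list could lose its place apart at an unchanged median, such as 0.32 for Wnt targets with a floor of 25. The histone list had enough genes above 50 in only 9 alternatives and stood apart in those. No list can be separated from a chance difference between the 2 cultures, since each condition has 1 array.

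The first pattern is that MYC mRNA was only 1.20-fold lower while its targets were lower. Exchanged labels would put the targets higher in the array labelled MYC siRNA, but the V2 median was -0.68. Compressed signals at the level of MYC are argued against by SLC7A5 and FABP5, 2.57-fold and 3.53-fold lower at similar or brighter signals. Among probe sets with a control signal close to that of MYC 2 had a ratio of 0.5 or less, short of the 3 asked for beforehand, and 5 of the 1289 that were about as bright or brighter did. A probe set that also reads other transcripts cannot be told apart from a small loss of mRNA, since MYC has 1 probe set, and a knockdown that acts mostly on translation, or an mRNA level that recovered by the time of harvest, was not tested.

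The second pattern is the lower MYC target lists. A trend of the ratio with signal as the whole cause is argued against by the V2 median after loess, -0.64, still below every matched random list. Fewer dividing cells would lower mitosis genes about as much. The mitosis median lay above that of V2 by 0.64, more than 3 SDs of matched random medians, which argues against this as the whole cause. The replication and S phase list was lower, however (-0.18, 0.36th percentile). Supplementary Table 5, with other gene lists, also places the G2/M checkpoint and E2F targets lower. A contribution of fewer dividing cells stays open. Less MYC activity, in keeping with the siRNA, remains as a hypothesis that was not itself tested. Another difference in treatment between the cultures was not tested either. The control's label and protocol disagree on its treatment, and each siRNA pool was used once. Chance between cultures also stays open.

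The third pattern is the higher interferon-stimulated genes. A trend with signal is argued against by their median after loess, 0.93, above every random list. Leukocytes in the culture are argued against because 1 of 15 leukocyte markers, LYZ, was above 50, at 6077 with control and 6854 with MYC siRNA, and the highest of the others was 30.5. Sensing of transfected RNA that differed between the cultures cannot be told apart from an effect of lower MYC, since the control's label and protocol disagree on its treatment and each siRNA pool was used once. IFNB1 was under the floor in both arrays (0.278 and 1.33), and the NF-kB list had a median of 0.18 within its random lists, but 0.55 at the 99.9th percentile with a floor of 25 and 0.59 at the 99.47th with no floor.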

How the results depend on the processing

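Under all 12 alternatives run for them, MYC targets V2 (medians from -0.79 to -0.52), V1 (-0.35 to -0.23), ribosome biogenesis (-0.73 to -0.51) and interferon-stimulated genes (0.59 to 1.21) stayed beyond the outer percentiles of random lists in their direction. No result changed from a called direction to the opposite. Each condition has 1 array, so no replicate could be left out. No paired analysis was possible because each condition has 1 array. A minimum of 100 in the brighter array cannot alter DEG counts, since a 2-fold ratio over a floor of 50 already requires it. Counts of UP DEGs, 375 in the main setting, were 640 with a floor of 25, 184 with a floor of 100, 6605 with no floor, 1563 at 1.5-fold, 53 at 3-fold and 219 without the probe sets that can bind several transcripts. Counts of DOWN DEGs, 104 in the main setting, were 4811 with no floor, 998 at 1.5-fold, 1 at 3-fold and 52 without those probe sets. Fewer probe sets, or a looser or stricter rule, give these counts by construction. UP DEGs were 78.3% of DEGs in the main setting, 57.9% with no floor, 61.0% at 1.5-fold, 71.3% with a floor of 100, 71.8% after quantile normalization, 76.5% after loess, 79.3% after median centring, 80.6% with a floor of 25, 80.8% without those probe sets and 98.1% at 3-fold. The unfolded protein response list lost its place apart from random lists after quantile normalization (-0.095), after loess (-0.11), without the probe sets that can bind several transcripts (-0.088), with the mean over probe sets on the log2 (-0.10) or linear scale (-0.087) and without shared members (-0.23). Replication and S phase lost it with a floor of 100 (-0.17) and without the probe sets that can bind several transcripts (-0.16), and mTORC1-responsive metabolism without shared members (-0.31). Oxidative phosphorylation had a median of 0.0092 after quantile normalization and 0.032 after loess. Among other lists, aminoacyl-tRNA synthetases (-0.22 and -0.29) lost it without those probe sets and without shared members. Cytosolic ribosomal proteins lost it after quantile normalization and loess (-0.06 in both). They also lost it with a floor of 100, a brighter array of at least 100, without those probe sets and without shared members. Their median there was -0.23 in each, as in the main setting. The NF-kB list gained it with a floor of 25 (0.55) and goblet and secretory markers with the means over probe sets. The cause was not tested. The NES of V1, 2.34, and of V2, 2.08, were 2.50 and 2.23 with a floor of 25, 2.15 and 1.96 with a floor of 100, 2.78 and 2.60 with no floor, 2.14 and 1.86 without the probe sets that can bind several transcripts, 12.6 and 6.68 unweighted and 3.34 and 3.16 over genes above 50. That of V1 was 2.17 after quantile normalization, 2.24 after loess and 2.28 and 2.30 with means over probe sets on the log2 and linear scale. Ranking all probe sets without a floor, chosen after seeing the data, gave 2.58 and 2.41. Of the 164 named genes other than MYC, 160 after loess, 159 after quantile normalization and all 164 after median centring kept a log2 ratio that differed from the main value by no more than the SD between probe sets. Beyond that SD were 51 with either mean over probe sets, 26 with a floor of 100, 5 with a floor of 25 or none, and, without the probe sets that can bind several transcripts, 26 against 102 within it. Means over probe sets count those at or under 50 in both arrays as unchanged, which draws such means towards no change. Signals near 50 limit what can be measured: a change of a gene at or under 50 in both arrays was not detectable.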

Differences from the paper's values

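For MYC targets V1 the paper's NES is 4.1, and the value here is 2.34 over all genes and a list written from memory. Of the alternatives set before the data were examined, no floor (2.78) and ranking only genes above 50 (3.34) came within 1.5-fold of the paper's value. The floors of 25 (2.50) and 100 (2.15), median centring (2.36), quantile normalization (2.17), loess (2.24), leaving out probe sets that can bind several transcripts (2.14), the means over probe sets (2.28 and 2.30) and the unweighted sum (12.6) did not. For MYC targets V2 the paper's NES is 3.9, and the value here is 2.08. Ranking only genes above 50 (3.16) came within 1.5-fold of it. No floor (2.60), the floors of 25 (2.23) and 100 (1.96), median centring (2.10), quantile normalization (2.04), loess (2.05), leaving out probe sets that can bind several transcripts (1.86), the means over probe sets (2.03 and 2.05) and the unweighted sum (6.68) did not. Ranking all probe sets without a floor, chosen after seeing the values, gave 2.58 and 2.41, also more than 1.5-fold below the paper's values.

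Supplementary Table 5 also places the G2/M checkpoint, DNA repair and oxidative phosphorylation among the gene sets lower with MYC siRNA. With lists of such genes that are not the hallmark sets, all 8 processes of that table had medians below 0 here. Mitosis (-0.04, 46.1st percentile), DNA repair (-0.06, 7.68th percentile) and oxidative phosphorylation (-0.07, 85.3rd percentile) did not stand apart from matched random lists, whereas both MYC signatures, mTORC1-responsive metabolism, replication and S phase and the unfolded protein response did.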

Other observations

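The test of the retinoic acid hypothesis was set before its values were seen, and the lists of metallothioneins and retinoic acid-responsive genes were added after the first look at the data. Metallothioneins, small proteins that bind zinc and copper, were lower with MYC siRNA in all 7 genes above 50, which were chosen after MT1H had been seen, with a median log2 ratio of -0.98. MT1E was 1.86-fold lower at a control signal of 3325 and MT2A 1.62-fold lower at 1983. Metallothionein genes are near-identical and all 7 probe sets can bind several of them, so the 7 values are not independent. SLC30A1, a zinc exporter, was 1.37-fold higher. In a list of genes of the MYC network, not all of them partners of MYC, MAX was 1.68-fold lower and MXI1 1.59-fold lower. The list had a median of -0.21 at the 1.76th percentile. The median of this list was -0.38 with a brighter array of at least 100 and -0.09 with the mean over probe sets on the linear scale. It stood apart in none of the 12 alternatives. DKK1 and ZNRF3, which restrain Wnt signalling, were 1.81-fold and 1.67-fold higher, while LGR5, a marker of intestinal stem cells, was 1.47-fold lower.

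Several hub genes of the paper's other analyses also differed between the 2 arrays. PPIF was 1.84-fold lower and VEGFA 1.72-fold lower, and SGK1 was 1.83-fold, DHRS3 1.66-fold and ADM 1.49-fold higher. JUN and KLF6 were 1.31-fold and 1.29-fold higher. CDK6, PTK2 and MYO10 have probe sets that go both ways. The loading controls ACTB, 1.02-fold lower, and RPS3, 1.18-fold lower, and MTOR, 1.29-fold lower at a dim 93.7 with control siRNA, were not corrected for the trend with signal.

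Ordered from the lowest ratio, MYC ranked 3834th of 54675 probe sets with MYC siRNA, or 3834th of the 17127 above 50. Under the drugs, the paper's Supplementary Table 3 gives MYC fold changes of 0.11 for U-0126, 0.30 for doxorubicin, 0.34 for topotecan and 0.44 for mitomycin C after 6 h, all lower than the ratio of 0.835 with MYC siRNA.

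Other lists did not stand apart from matched random lists in the main setting. Their median log2 ratios were -0.23 for polyamine synthesis, -0.22 for glycolysis, -0.11 for cholesterol synthesis, 0.12 for hypoxia, 0.17 for immediate early and ERK feedback genes, 0.19 for epithelial-mesenchymal transition and 0.27 for goblet and secretory markers. Over the 12 alternatives, medians ranged from -0.22 to -0.04 for glycolysis, -0.13 to 0.003 for cholesterol synthesis and 0.03 to 0.19 for hypoxia. The goblet and secretory list stood apart with the means over probe sets on the log2 (0.29) and linear scale (0.30). The medians of Wnt targets and of apoptosis genes lay just beyond the bound, at the 99.54th and 99.51st percentiles. Of markers of other cell types, 1 of 15 fibroblast genes (COL1A1, 94.7 with control siRNA), 1 of 14 endothelial genes (ESAM, 143) and none of 16 enteroendocrine genes were above 50.

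PLAAT4, TGM2 and ALDH1A3 (3.01-fold higher), known to respond to or to make retinoic acid, were higher with MYC siRNA, and the hypothesis was that a retinoic acid response accompanied the knockdown. In 11 other retinoic acid-responsive genes above 50, 8 were higher and 3 lower. CRABP2 had a log2 ratio of 0.49, RARRES1 was at least 2.10-fold higher, and RARA was 1.38-fold lower. Their median of 0.43 lay at the 99.0th percentile of matched random lists, between the 2 bounds set beforehand, so that the test leaves the hypothesis open.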
